# Deficiency of CFB attenuates renal tubulointerstitial damage by inhibiting ceramide synthesis in diabetic kidney disease

**DOI:** 10.1172/jci.insight.156748

**Published:** 2022-12-22

**Authors:** Zi-jun Sun, Dong-yuan Chang, Min Chen, Ming-hui Zhao

**Keywords:** Immunology, Nephrology, Complement

## Abstract

Accumulating evidence suggests the pathogenic role of immunity and metabolism in diabetic kidney disease (DKD). Herein, we aimed to investigate the effect of complement factor B (CFB) on lipid metabolism in the development of DKD. We found that in patients with diabetic nephropathy, the staining of Bb, CFB, C3a, C5a, and C5b-9 was markedly elevated in renal tubulointerstitium. *Cfb*-knockout diabetic mice had substantially milder tubulointerstitial injury and less ceramide biosynthesis. The in vitro study demonstrated that cytokine secretion, endoplasmic reticulum stress, oxidative stress, and cell apoptosis were ameliorated in HK-2 cells transfected with siRNA of *CFB* under high-glucose conditions. Exogenous ceramide supplementation attenuated the protective effect of *CFB* knockdown in HK-2 cells, while inhibiting ceramide synthases (CERS) with fumonisin B1 in *CFB*-overexpressing cells rescued the cell injury. *CFB* knockdown could downregulate the expression of NF-κB p65, which initiates the transcription of *CERS3*. Furthermore, *C3* knockdown abolished CFB-mediated cytokine secretion, NF-κB signaling activation, and subsequently ceramide biosynthesis. Thus, *CFB* deficiency inhibited activation of the complement alternative pathway and attenuated kidney damage in DKD, especially tubulointerstitial injury, by inhibiting the NF-κB signaling pathway, further blocking the transcription of *CERS*, which regulates the biosynthesis of ceramide. CFB may be a promising therapeutic target of DKD.

## Introduction

Diabetic kidney disease (DKD), one of the most common complications of diabetes, is becoming the leading cause of end-stage renal disease worldwide. DKD is characterized by increased urinary albumin excretion, reduced glomerular filtration rate, and distinct histopathological changes, including glomerular basement membrane thickening, mesangial expansion, nodular sclerosis, interstitial fibrosis and tubular atrophy, and interstitial infiltrates and vascular lesions (1, 2). Hyperglycemia is widely thought to lead to DKD via multiple pathways, including the production of advanced glycation end products, the aldose reductase/polyol pathway, the renin-angiotensin system, endoplasmic reticulum (ER) stress, and oxidative stress. Growing evidence suggests that the crosstalk between immunity and metabolism participates in the development and progression of DKD (3). In recent years, the influence of the complement system on lipid metabolism has aroused increasing attention (4–6).

Complement activation occurs through 3 pathways, i.e., the classical pathway, lectin pathway, and alternative pathway (AP). Several lines of evidence suggest that activation of the complement system plays a vital role in the pathogenesis of DKD (7–10). The AP is a positive feedback amplifier of the complement cascade, indispensable in many renal diseases, including C3 glomerulopathy and renal ischemia/reperfusion injury (11). Complement factor B (CFB) is the unique factor in AP and is essential for AP activation (12). Li et al. found that Toll-like receptor 4 (TLR4) upregulated the expression of CFB in renal tubular cells (13). Significantly less albuminuria, renal dysfunction, and renal cortical nuclear factor κB (NF-κB) activation were found in *Tlr4*-deficient streptozotocin-induced diabetic mice than wild-type (WT) diabetic mice (14). In addition, our recent study found that in patients with diabetic nephropathy (DN), both circulating and urinary levels of CFB were significantly higher than in healthy controls (HCs), and urinary levels of CFB correlated with the severity of DN (15).

Several studies suggested the regulatory role of AP on lipid metabolism (5, 6, 16). Moreover, it has been reported that CFB promotes adipocyte differentiation, maturation, and lipid droplet formation (6). C3a produced by AP is cleaved to acylation-stimulating proteins and binds C5aR2 to promote lipid storage (16). The study by Kunchithapautham et al. found that in age-related macular degeneration, oxidative stress and AP were activated by smoke exposure, resulting in ER stress–mediated lipid accumulation in retinal pigment epithelium (5). Based on the above evidence, we hypothesized that AP activation mediates lipid metabolism and, thus, plays an indispensable role in the pathogenesis of DKD.

To validate this hypothesis, we assessed the deposition of Bb, CFB, C3a, C5a, and C5b-9 in the kidneys of patients with DN and the difference in disease phenotypes between *Cfb*-knockout (*Cfb^–/–^*) diabetic mice and WT diabetic mice induced by streptozotocin (STZ) and high-fat diet (HFD). Furthermore, we explored the specific mechanism of lipid metabolism regulated by CFB in DKD.

## Results

### The complement AP is activated in renal biopsies of patients with DN.

We investigated the deposition of Bb and CFB in renal specimens of patients with DN (*n* = 21), patients with minimal change disease (MCD; *n* = 10), and HCs (*n* = 10) by immunohistochemical staining to investigate complement AP activation in kidneys. The deposition of Bb and CFB was mainly observed in renal tubulointerstitium and, to a lesser extent, in glomeruli of DN patients. Bb and CFB depositions were significantly higher in both glomeruli and tubulointerstitium of DN patients than in MCD patients and HCs (Figure 1, A–E). Moreover, staining for downstream molecules of complement activation, including C3a, C5a, and C5b-9, was conducted. The deposition of C3a and C5b-9 was significantly higher in both glomeruli and tubulointerstitium of DN patients than in MCD patients and HCs (Figure 1, A, F, G, J, and K). Moreover, C5a deposition was significantly higher in the tubulointerstitium but not in the glomeruli in patients with DN than in patients with MCD and HCs (Figure 1, A and H–I). Bb deposition significantly correlated with C3a and C5a and marginally correlated with C5b-9 in the tubulointerstitium of patients with DN (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.156748DS1).

Furthermore, in patients with DN, the deposition of Bb in tubulointerstitium positively correlated with serum levels of total cholesterol (TCHO) and low-density lipoprotein (LDL) (Supplemental Figure 1, D and E), BUN, serum creatinine, and C3c deposition (Figure 1, L–N) in kidney biopsy specimens. Patients with DN with a score of 2 in tubulointerstitial inflammation and tubular atrophy had significantly higher intensity of Bb staining in tubulointerstitium than those with a score of 1 (Figure 1, O and P).

To identify the localization of CFB in the kidneys of patients with DN, double-immunofluorescence staining was performed (Figure 1Q). It was found that CFB was mainly expressed in glomerular endothelial cells, mesangial cells, podocytes, proximal tubular epithelial cells (PTECs), and macrophages but not in distal tubular epithelial cells. Furthermore, CFB and C3a were colocalized in both glomeruli and tubulointerstitium in patients with DN (Supplemental Figure 1F).

### Cfb deficiency attenuates renal damage in diabetic mice.

To assess the effect of genetic deletion of CFB on the development of DKD, *Cfb^–/–^* mice and their WT littermates were treated with STZ and HFD to induce diabetes (Supplemental Figure 2A). All diabetic mice displayed significantly lower body weight, higher levels of fasting plasma glucose (FPG), higher kidney-to-body weight ratio, and higher levels of plasma TCHO, triglyceride, and BUN compared with nondiabetic mice. *Cfb^–/–^* diabetic mice displayed slightly lower plasma triglyceride and TCHO levels than WT diabetic mice. Besides, *Cfb^–/–^* diabetic mice presented significantly lower urinary albumin-to-creatinine ratio (uACR) levels than WT diabetic mice (Table 1).

The extent of complement activation was detected by examining the levels of C3c, C5aR, and C5b-9 deposition in kidney specimens of mice. Compared with WT diabetic mice, significantly lower C3c and C5aR levels were detected in the tubulointerstitium of *Cfb^–/–^* diabetic mice by immunohistochemical staining (Figure 2, A, C, and E). There was no significant difference in C3c, C5aR, or C5b-9 deposition in the glomeruli (Figure 2, A, B, D, and F) or C5b-9 deposition in the tubulointerstitium (Figure 2, A and G) between *Cfb^–/–^* diabetic mice and WT diabetic mice. Moreover, *Cfb^–/–^* diabetic mice displayed significantly milder tubulointerstitial injury than WT diabetic mice (Figure 2, H and I). Electron microscopy showed diffuse podocyte effacement and thickening of glomerular basement membrane (GBM) in diabetic mice compared with nondiabetic mice, while *Cfb^–/–^* diabetic mice exhibited significantly less fusion of podocyte foot compared with WT diabetic mice (Figure 2, J and K). In addition, there was no significant difference in glomerular hypertrophy, mesangial matrix expansion, or thickening of GBM between *Cfb^–/–^* diabetic mice and WT diabetic mice (Supplemental Figure 2, B–D).

We used the kidney cortex of mice to assess the mRNA levels of proinflammatory and profibrotic cytokines. We found that *Cfb^–/–^* diabetic mice had significantly lower levels of proinflammatory factors (*Il-1β* and *Tnf-α*) and profibrotic factors (*fibronectin* and *Tgf-β1*) than the WT diabetic group (Figure 2, L–O).

To assess ER stress and oxidative stress, we examined 3 activating pathways of ER stress and the main antioxidant genes. Compared with WT diabetic mice, the mRNA levels of *Xbp-1*, *Atf6*, *Grp78*, and *Chop* were significantly downregulated, and *Nrf-2* was significantly upregulated in *Cfb^–/–^* diabetic mice (Figure 2, P–T). Thus, *Cfb* knockout could decrease ER stress and oxidative stress levels in diabetic mice. In addition, *Cfb^–/–^* diabetic mice had lower levels of apoptotic cells than WT diabetic mice (Figure 2, U and V), and the apoptotic cells were mainly located in the tubulointerstitium.

The above results suggested that both glomerular and tubulointerstitial injuries were alleviated in *Cfb^–/–^* diabetic mice compared with WT diabetic mice, and the alleviation of tubulointerstitial injury was more pronounced. In addition to the improvement of inflammation, we found that oxidative stress, ER stress, and apoptosis were alleviated in *Cfb^–/–^* diabetic mice.

### Cfb deficiency decreases the biosynthesis of ceramide in diabetic mice.

To explore the underlying mechanism of CFB in the development of DKD, we performed transcriptomics for global gene sequencing. 

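Kidney RNA was sequenced from 14 mice, namely 4 *Cfb-/-* diabetic mice, 4 WT diabetic mice, 3 *Cfb-/-* control mice, and 3 WT control mice. Diabetes had been induced by HFD with 60% of calories from fat and by STZ at 60 mg/kg for 5 days, whereas control mice received chow with 10% of calories from fat. The paper gives 21 weeks from STZ to sacrifice, and the labels of the sequenced samples give a time of 34 weeks without saying from when. Stranded mRNA libraries were prepared and read from both ends. The authors deposited an expression value per gene and mouse for 21878 genes, which are named by NCBI gene symbol. The paper's text names no unit, aligner, genome build, or annotation for these values. They were not whole numbers, they summed to between 330246 and 488196 per mouse, and the step between low values shrank with transcript length. They were therefore read as FPKM, a unit in which the fragments of a gene are adjusted for transcript length and for sequencing depth. The number of reads per mouse is unknown. Relative depth was estimated from the steps between low values and set to 1 for the first *Cfb-/-* diabetic mouse. It ranged from 0.922 to 1 in *Cfb-/-* diabetic mice, from 0.836 to 0.950 in WT diabetic mice, from 0.845 to 0.971 in *Cfb-/-* control mice, and from 0.865 to 0.937 in WT control mice.

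The deposited values were tested without further scaling as log2(FPKM + 0.1) with limma, in a single fit of all 14 mice with a mean for each group. The test covered the 14912 genes with an FPKM of at least 0.1 in at least 3 mice. On this scale the change of genes near or under 0.1 FPKM is smaller than the ratio of their FPKM values. The count-based test named in the methods was not used, because it needs read counts.

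The deleted gene was examined first in every mouse. *Cfb* was measured at 1.34 ± 0.144 FPKM (SD, n = 4) in *Cfb-/-* diabetic mice and at 72.5 ± 11.2 FPKM (SD, n = 4) in WT diabetic mice. It was measured at 2.16 ± 0.0913 FPKM (SD, n = 3) in *Cfb-/-* control mice and at 106 ± 38.2 FPKM (SD, n = 3) in WT control mice. The log2 fold change was -5.65 (SE 0.20) in diabetic mice, with a Benjamini-Hochberg adjusted p of 6.24e-10 from limma. In control mice it was -5.48 (SE 0.23), with an adjusted p of 7.19e-09 from limma. Each *Cfb-/-* mouse was below each WT mouse, which gives an exact two-sided permutation p of 0.0286 for 4 mice against 4 and of 0.1 for 3 against 3, the smallest that these group sizes allow.

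**Figure D1:**
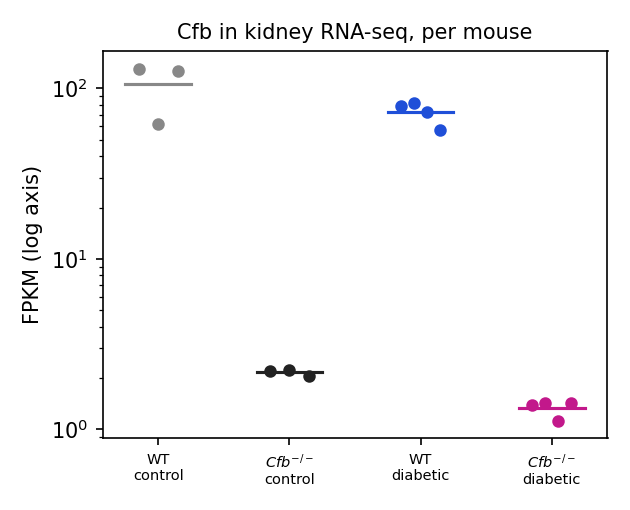
*Cfb* in kidney RNA-seq, in FPKM on a log axis, for each mouse of the 4 groups. Points are mice and horizontal lines are group means. The *Cfb-/-* mice lie between 1.13 and 2.22 FPKM and the WT mice between 56.7 and 131 FPKM.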

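Of the variance across the 500 most variable tested genes, PC1 held 70.0%, PC2 11.1%, and PC3 4.37%. PC1 separated diabetic from control mice. Its scores were 14.3 to 28.4 in *Cfb-/-* diabetic mice and 21.1 to 25.9 in WT diabetic mice, against -31.5 to -21.3 in *Cfb-/-* control mice and -36.0 to -32.8 in WT control mice. The genotypes overlapped in diabetic mice on PC1 and on PC2, where scores ran from -13.0 to -0.23 in *Cfb-/-* diabetic mice and from -10.9 to 16.1 in WT diabetic mice. On PC3 they did not overlap in diabetic mice, with scores above 0 and up to 8.43 in *Cfb-/-* mice and of -7.66 to -3.17 in WT mice. PC3 was singled out after the scores of the first 3 components had been seen. In control mice the genotypes separated on PC1 and overlapped on PC2 and PC3. Taking all tested genes in place of the 500 moved the share of PC1 the most, to 61.0%.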

Principal component analysis (PCA) was conducted with gene expression levels to illustrate the distribution and repeatability of each sample in different groups (Figure 3A). 

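Genes were counted at the study's criteria, an unadjusted P under 0.05 and a fold change over 2 or under 0.5, with the fold change taken from log2(FPKM + 0.1). Diabetes changed 2603 genes in WT mice, of which 2331 were higher and 272 lower than in WT control mice. In *Cfb-/-* mice it changed 2228 genes, 1980 higher and 248 lower. At a Benjamini-Hochberg adjusted p under 0.05 from limma, without a limit on the fold change, the counts were 6879 in WT mice and 5038 in *Cfb-/-* mice. These comparisons have no mouse in common, and 1726 of the 1727 genes that met the study's criteria in both changed in the same direction. Between *Cfb-/-* control and WT control mice, 174 genes met the study's criteria, 141 higher and 33 lower in *Cfb-/-* mice. At the adjusted threshold only *Cfb* remained in control mice, while 2614 genes had an unadjusted p under 0.05, against 745.6 expected by chance. Without the first WT control mouse, 1711 genes passed the adjusted threshold. Of the 10 splits of the control mice, the real one included, 2 gave as many genes at the study's criteria and 3 at the adjusted threshold. An arbitrary split gave 247 and 1612 genes, respectively, so chance stays open for this comparison.

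The size of the excess of higher genes depended on the scaling. Genes higher in diabetes made up 78.4% of the genes past the adjusted threshold in WT mice and 81.0% in *Cfb-/-* mice. The median log2 fold change of all tested genes was 0.29 in WT and 0.22 in *Cfb-/-* mice. After median-ratio scaling the medians were 0.10 and 0.05, and the shares were 59.1% and 64.3%. After quantile normalization the shares were 44.2% and 49.1%. At the study's criteria higher genes stayed the larger part, with 89.6% in WT and 88.9% in *Cfb-/-* mice, 81.0% and 81.9% after median-ratio scaling, and 60.9% and 64.1% after quantile normalization. Between control mice, the 141 higher and 33 lower genes became 130 and 48 after median-ratio scaling. They became 91 and 65 after quantile normalization. Of all alternatives, log2(FPKM + 1) lowered the counts at the study's criteria the most, to 981 genes in WT mice, 860 in *Cfb-/-* mice, and 36 between control mice.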

The number of differentially expressed genes (DEGs) in different groups is shown in Figure 3B. 

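Between *Cfb-/-* diabetic and WT diabetic mice, 71 genes met the study's criteria, with 11 higher and 60 lower in *Cfb-/-* diabetic mice. An unadjusted p under 0.05 was reached by 448 genes, where 745.6 are expected by chance. Only *Cfb* had a Benjamini-Hochberg adjusted p under 0.05 from limma. *Cfd*, which encodes complement factor D, came next with an adjusted p of 0.0523 from limma, and it was singled out after its values had been seen. *Cfd* was listed at 0 in all 4 *Cfb-/-* diabetic mice and at 5.56 to 25.5 FPKM in WT diabetic mice. It was listed at 6.01 FPKM in 1 of the 3 *Cfb-/-* control mice and at 0 in the others. In WT control mice it was listed at 0 to 0.0755 FPKM. Within groups it was correlated with the mean of the other adipocyte marker genes (r = 0.992, exact permutation p = 0.00463, rho = 0.956). This r was 0.788 without the 2 mice farthest from the median. The number of genes at the study's criteria rose to 122 (19 higher and 103 lower) when the first WT diabetic mouse was left out. It rose the most, to 126 (39 higher and 87 lower), when the fold change was the ratio of mean FPKM, an alternative chosen after the data were seen. With log2(FPKM + 1) it fell to 18.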

*Cfb^–/–^* diabetic mice had 194 DEGs (based on the criteria of *P* < 0.05 and fold change > 2.0 or < 0.5) compared with WT diabetic mice, including 59 upregulated and 135 downregulated genes (Figure 3C). 

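The 60 genes lower in *Cfb-/-* diabetic than in WT diabetic mice were tested with the GO terms that the authors' files give for each gene. A one-sided Fisher's exact test was used against the 14912 tested genes, over the 6105 terms that hold 5 to 500 of them. After Benjamini-Hochberg adjustment, 2 terms were over-represented. Epithelial cell differentiation held 5 of its 37 genes (*Krt14*, *Upk1a*, *Upk1b*, *Upk2*, and *Upk3a*; exact test, adjusted p = 0.00214). Structural molecule activity held 6 of its 105 genes (*Cav3*, *Krt14*, *Krt15*, *Krt5*, *Sprr2a1*, and *Sprr2a3*; exact test, adjusted p = 0.0119). Sphingolipid biosynthetic process held 2 of its 28 genes, *Cers3* and *Sptssb*, with an unadjusted p of 0.00563 and an adjusted p of 1. Programmed cell death also held 2, *Gsdmc2* and *Gsdmc3* of 25 genes, with an unadjusted p of 0.00450 and an adjusted p of 1. *Gsdmc2* and *Gsdmc3* are paralogs, between which the authors' counting could have split reads, as are *Sprr2a1* and *Sprr2a3*. An unadjusted p under 0.05 was reached by 139 terms. For the 11 higher genes no term passed the adjustment and 45 had an unadjusted p under 0.05. The number of terms past the adjustment ranged from 0 to 8 when each diabetic mouse was left out in turn. Sphingolipid biosynthetic process passed it in none of these fits, and its smallest adjusted p was 0.257, without the first WT diabetic mouse.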

Compared with WT diabetic mice, Gene Ontology (GO) enrichment analysis was conducted with the top 30 terms of downregulated categories of *Cfb^–/–^* diabetic mice, including the sphingolipid synthesis process and programmed cell death (Figure 3D). In addition, gene set enrichment analysis (GSEA) specifically for sphingolipid synthesis signaling on data from transcriptomics was performed. 

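Pre-ranked GSEA was run with fgsea on the limma statistics of the 14912 tested genes, ordered by the difference between *Cfb-/-* diabetic and WT diabetic mice. It used 10000 permutations of genes and the 3373 GO terms that hold 10 to 500 tested genes. Sphingolipid biosynthetic process (28 genes) had an NES of -1.87, with a p of 0.00907 and an FDR of 0.137. Ceramide biosynthetic process (24 genes) had an NES of -1.23, with a p of 0.180 and an FDR of 0.531. The study's screening limit on FDR was met by 466 terms and an FDR under 0.05 by 65 terms. Permuting genes does not carry over the spread between mice.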

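The same GO sets were tested with limma's camera, which compares a set with all other tested genes and allows for a preset correlation of 0.01 between its genes. In ceramide biosynthetic process, 11 genes were lower and 13 higher in *Cfb-/-* diabetic than in WT diabetic mice, with a median log2 fold change of 0.01 and a p of 0.174. In sphingolipid biosynthetic process, 17 genes were lower and 11 higher, with a median log2 fold change of -0.02 and a p of 0.00412. The latter did not hold with a correlation estimated from the data (p = 0.192) or with limma's fry (p = 0.411), and its direction reversed with a urothelium marker score as covariate (p = 0.862). The p for ceramide biosynthetic process was 0.438 with the estimated correlation and 0.780 with fry, and it fell to 0.0467 when the third *Cfb-/-* diabetic mouse was left out. Averaged over the genes of each set within a mouse, log2(FPKM + 0.1) differed between the genotypes by -0.17 for ceramide biosynthetic process (exact permutation p = 0.143) and by -0.20 for sphingolipid biosynthetic process (exact permutation p = 0.114). Both differences were within the spread between mice.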

Compared with WT diabetic mice, genes involved in the ceramide biosynthesis process were significantly downregulated in *Cfb^–/–^* diabetic mice (FDR = 0.085; Figure 3E).

Based on the transcriptomic assay of DEGs, we used RT-qPCR to verify and quantify the main enzymes responsible for ceramide biosynthesis, including 6 subtypes of ceramide synthases (*Cers*). Of those, in *Cfb^–/–^* diabetic mice, the gene expressions of *Cers1*, *Cers2*, and *Cers3*, which are responsible for ceramide biosynthesis, were significantly lower than in WT diabetic mice (Figure 3, F–H).

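The RNA-seq values of the 6 ceramide synthase genes differed by more than the spread between diabetic mice only for *Cers3*. *Cers3* was measured at 0.0161 ± 0.00647 FPKM (SD, n = 4) in *Cfb-/-* diabetic mice and at 0.276 ± 0.211 FPKM (SD, n = 4) in WT diabetic mice. The groups did not overlap (exact permutation p = 0.0286). Each *Cfb-/-* diabetic mouse, at 0.0121 to 0.0258 FPKM, lay under the 0.1 FPKM of the filter. So did the first WT diabetic mouse, at 0.0432 FPKM, so the lack of overlap rests on values near the floor. Its log2 fold change of -1.50 (SE 0.36) had an unadjusted p of 8.35e-04 and a Benjamini-Hochberg adjusted p of 0.962 over all genes from limma. Adjusted over the list alone, the 18 genes that the paper names, it was 0.00752. That list includes the deleted gene *Cfb*, which lowers the adjusted p of the others. The paper also turned to the ceramide synthase genes on the basis of this same RNA-seq. The value adjusted over the list is therefore no independent support. Without the first WT diabetic mouse the log2 fold change was -1.90 and the adjusted p over all genes was 0.0440. The size of the fold change depended on the pseudocount, with -3.05 for a pseudocount of 0.01, chosen after the data were seen, and -0.31 for log2(FPKM + 1). *Cers3* was listed at 0 in all 3 WT control mice and at 0.0247 to 0.137 FPKM in *Cfb-/-* control mice. Within groups, the deviations of *Cers3* from the group means were correlated over the 14 mice with those of a score of urothelium marker genes (r = 0.872, exact permutation p = 0.0113, Benjamini-Hochberg adjusted p = 0.0527 over 14 genes). The rank correlation was not past the threshold (rho = 0.567, exact permutation p = 0.126), and r was 0.828 without the 2 mice farthest from the median score. With the score as covariate, the log2 fold change of *Cers3* was -0.75.

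*Cers1* was measured at 0.139 ± 0.0851 FPKM (SD, n = 4) in *Cfb-/-* diabetic mice and at 0.0887 ± 0.0155 FPKM (SD, n = 4) in WT diabetic mice, and the groups overlapped (exact permutation p = 0.343). Its log2 fold change was 0.28 (SE 0.24), and it ranged from 0.065 to 0.455 when each diabetic mouse was left out in turn. *Cers2*, the most abundant of the 6, was measured at 90.7 ± 3.55 FPKM (SD, n = 4) and 94.0 ± 4.29 FPKM (SD, n = 4), respectively. Its log2 fold change of -0.05 (SE 0.07) was within the spread between mice (exact permutation p = 0.314) and became 0.02 after quantile normalization. The log2 fold changes of *Cers4*, *Cers5*, and *Cers6* were -0.14, 0.06, and -0.01, with exact permutation p values of 0.343, 0.486, and 1. That of *Cers4* became 0.06 with an adipocyte marker score as covariate, and that of *Cers6* lay between -0.11 and 0.15 over all alternatives.

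**Figure D2:**
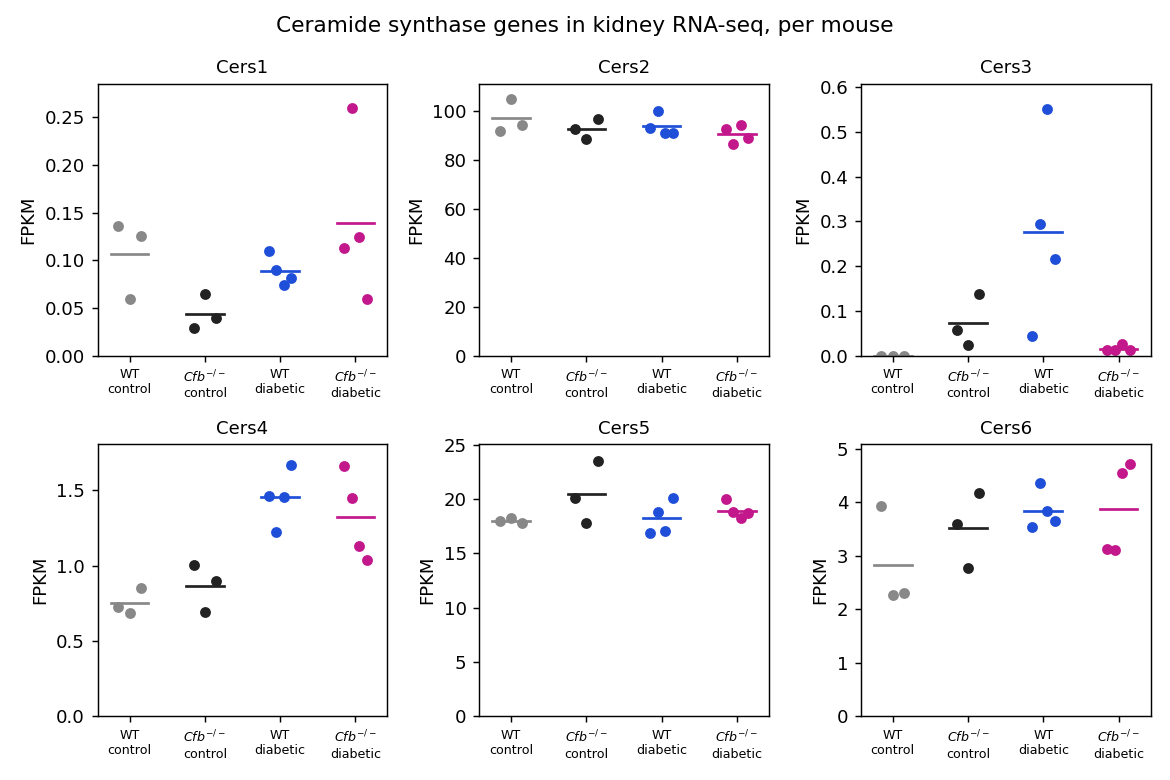
FPKM of the 6 ceramide synthase genes in kidney RNA-seq for each mouse, with a separate linear axis for each gene. Points are mice and horizontal lines are group means. For *Cers3*, the *Cfb-/-* diabetic mice lie between 0.0121 and 0.0258 FPKM and the WT diabetic mice between 0.0432 and 0.551 FPKM.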

Next, we used untargeted lipidomics to examine the change in lipid species. Phosphatidylcholine, phosphatidylethanolamine, ceramide, triglyceride, and Hex2Cer were altered upon *CFB* deficiency. Among sphingolipids, Cer (d18:2_22:0), Cer (d18:1_22:0), and Cer (d18:1_16:0) (Figure 3I), and the quantity of total ceramide, were significantly decreased in *Cfb^–/–^* diabetic mice (Figure 3J), compared with WT diabetic mice. These results substantiated the downregulation of the ceramide biosynthesis process upon *Cfb* knockout.

### CFB knockdown alleviates PTEC damage and ceramide biosynthesis under high-glucose stimulation.

Since our above results demonstrated that CFB was mainly expressed in the tubulointerstitium of patients with DN, we explored the role of CFB in PTECs at the cellular level. We found that high-glucose (HG) treatment to HK-2 cells significantly increased the expression of *CFB*, *C3*, *IL-1β*, *IL-6*, *CCL2*, *TNF-α*, *TGF-β1*, and *fibronectin*, compared with the osmotic control (Supplemental Figure 3, A–H).

Then we transfected the siRNA of *CFB* (si*CFB*) under the above conditions. The transfection efficiency was 70% to 80% (Supplemental Figure 4A), and the protein levels of CFB were also significantly decreased (Supplemental Figure 4, B and C). Knocking down *CFB* could significantly downregulate the level of C3a in the supernatant of HK-2 cells under HG stimulation (Supplemental Figure 4D), suggesting that the activation of complement AP was attenuated.

Compared with HK-2 cells treated with HG and siRNA of negative control (si*NC*+HG group), si*CFB* could significantly downregulate the expression of *IL-1β* and *TNF-α* (Figure 4, A and B). The apoptosis of HK-2 cells was detected with the TUNEL assay (Figure 4, C and D), and the protein level of cleaved caspase-3 (Figure 4, E and F) was measured. Compared with the si*NC*+HG group, they were significantly decreased in si*CFB* HK-2 cells stimulated with HG.

We also detected the extent of ER stress and oxidative stress in HK-2 cells treated with HG and transfected with si*CFB*. It was found that GRP78 and CHOP, 2 indicators of the activation of ER stress, were significantly reduced, and phosphorylated Nrf-2 (p-Nrf2), an indicator of antioxidant ability, was significantly increased in the si*CFB*+HG group (Figure 4, E and G–I). Intracellular reactive oxygen species (ROS) production and total superoxide dismutase (SOD) activity were significantly improved in the si*CFB*+HG group (Figure 4, J and K) compared with the si*NC*+HG group.

In addition, we verified the results acquired from transcriptomics and lipidomics of the animal model. We examined the expression of *Cers* in mouse kidney tubular epithelium (TCMK-1) cells transfected with si*Cfb*. The efficiency of knockdown was around 50% (Supplemental Figure 2E). RT-qPCR demonstrated a significant decrease of *Cers1*, *Cers2*, and *Cers3* in TCMK-1 cells transfected with si*Cfb* under HG stimulation (Supplemental Figure 2, F–H). Compared with the si*NC*+HG group, the mRNA levels of *CERS1*, *CERS3*, and *CERS6* were significantly reduced in HK-2 cells in the si*CFB*+HG group (Figure 4, L–N). Ceramide staining was also significantly decreased in HK-2 cells in the si*CFB*+HG group (Figure 4, O and P).

### CFB knockdown alleviates PTEC damage via downregulating ceramide levels under HG conditions.

To illustrate the role of ceramide on CFB-mediated PTEC damage under HG conditions, we supplemented ceramide exogenously in si*CFB*-transfected HK-2 cells. The efficiency of transfection was 70%–80% (Supplemental Figure 4E). HK-2 cells were treated with C2-ceramide (C2-Cer; 20 μmol/L) or its inactive form, C2-dihydroceramide, as the control.

Compared with the si*CFB*/C2-dihydroceramide+HG group, the apoptotic cells stained by the TUNEL assay were significantly increased in the si*CFB*/C2-Cer+HG group (Figure 5, A and B). ER stress and oxidative stress were exacerbated when si*CFB* HK-2 cells were treated with C2-Cer. The mRNA levels of *XBP-1*, *CHOP*, and *GRP78* were significantly increased in the si*CFB*/C2-Cer+HG group (Figure 5, C–E). The intracellular ROS production was significantly elevated (Figure 5F); the mRNA level of *NRF-2* and the total intracellular SOD were significantly reduced in the si*CFB*/C2-Cer+HG group (Figure 5, G and H). Furthermore, compared with the si*CFB*/C2-dihydroceramide+HG group, the ceramide staining was significantly higher in the si*CFB*/C2-Cer+HG group (Figure 5, I and J).

### Fumonisin B1 can rescue CFB-mediated PTEC damage via downregulating ceramide synthases.

The above results from transcriptomics and lipidomics suggested that the decrease of ceramide may be regulated by lower expression of ceramide synthases in *Cfb^–/–^* diabetic mice compared with WT diabetic mice. 

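Ceramide synthases act within a wider route of ceramide synthesis, for which 14 genes were listed before the data were examined, from serine palmitoyltransferase to dihydroceramide desaturase. Compared with WT diabetic mice, 9 of these genes were lower and 5 higher in *Cfb-/-* diabetic mice, with a median log2 fold change of -0.03. As a set they were lower by camera with the preset correlation (p = 0.00979, Benjamini-Hochberg adjusted p = 0.0294 over 15 lists). The set did not pass with the estimated correlation (p = 0.186) or with fry (p = 0.339). With the preset correlation, it did not pass without the second *Cfb-/-* diabetic mouse (p = 0.116) or without the second WT diabetic mouse (p = 0.164). Its adjusted p was also over 0.05 without the third WT diabetic mouse (0.0761), in the groups compared alone (0.0691), and after quantile normalization (0.0902). It was 0.0608 without the filter, where an adrenal gland list joined the adjustment. With the preset correlation and the urothelium marker score as covariate, its direction reversed (p = 0.705). The mean log2(FPKM + 0.1) over the 14 genes differed by -0.35 between *Cfb-/-* diabetic and WT diabetic mice (exact permutation p = 0.114).

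The largest falls among the 14 genes were in *Sptssb* and then in *Cers3* (log2 fold change -1.50). *Sptssb* encodes a small subunit of serine palmitoyltransferase. Its log2 fold change was -3.02 (SE 1.21), and its values overlapped between 0 and 0.242 FPKM in *Cfb-/-* diabetic mice and 0 and 8.99 FPKM in WT diabetic mice (exact permutation p = 0.143). *Sptssb* was also correlated with the urothelium marker score within groups (r = 0.962, exact permutation p = 0.00608, Benjamini-Hochberg adjusted p = 0.0425; rho = 0.867, exact permutation p = 0.00781, adjusted p = 0.0547), with an r of 0.946 without the 2 farthest mice. The other 12 log2 fold changes lay between -0.62 for *Sptlc3* and 0.28 for *Cers1*. Adjusted over the list alone, *Cers3* was the only one of the 14 genes with a Benjamini-Hochberg adjusted p under 0.05 from limma (0.0117). From the lower ceramide synthesis genes in transcriptomics, the RT-qPCR of *Cers1*, *Cers2*, and *Cers3*, and the lower ceramide in lipidomics, the paper raises the possibility that lower expression of ceramide synthases contributes to the decrease of ceramide in *Cfb-/-* diabetic mice.

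**Figure D3:**
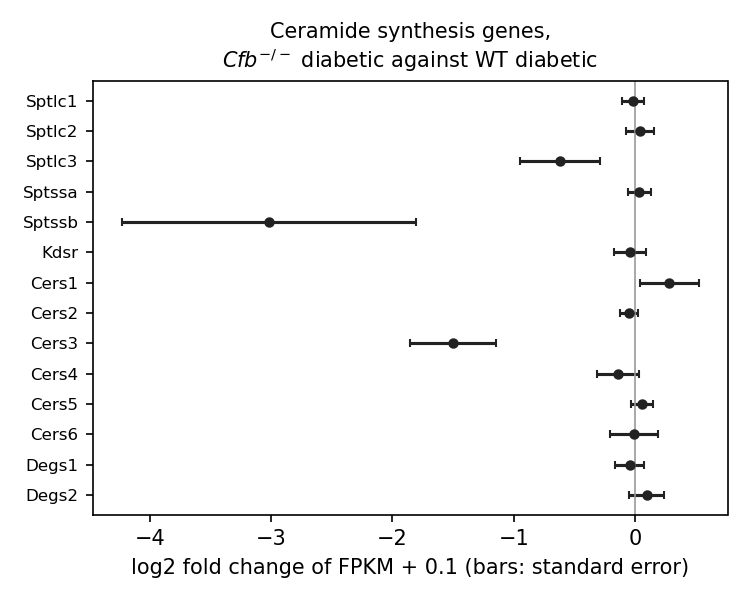
Log2 fold change of FPKM + 0.1 between *Cfb-/-* diabetic and WT diabetic mice for the 14 listed genes of ceramide synthesis. Points are limma estimates from 4 mice per group and bars are standard errors. *Sptssb* (-3.02) and *Cers3* (-1.50) lie apart from the other 12 genes, which lie between -0.62 and 0.28.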

To investigate whether CFB mediates PTEC damage via upregulation of ceramide synthases, HK-2 cells were incubated with fumonisin B1 (FB1; 20 μmol/L; dissolved in H_2_O), a mycotoxin that inhibits ceramide synthases, and were transfected with the plasmid of *CFB* (pCMV-*CFB*) for overexpression. First, we verified the efficiency of overexpression of *CFB* at the mRNA level, and a 2- to 3-fold increase was observed (Supplemental Figure 4F). Overexpression of *CFB* could significantly upregulate the level of C3a in the supernatant of HK-2 cells under HG stimulation (Supplemental Figure 4G), suggesting that the activation of complement AP was aggravated. Compared with the pCMV-*CFB*/vehicle+HG group, the staining of apoptotic cells was significantly decreased in *CFB*-overexpressing HK-2 cells treated with HG and FB1 (Figure 6, A and B).

ER stress and oxidative stress were alleviated in *CFB*-overexpressing HK-2 cells treated with HG and FB1. Compared with the pCMV-*CFB*/vehicle+HG group, *XBP-1*, *CHOP*, and *GRP78* were significantly reduced in the pCMV-*CFB*/FB1+HG group (Figure 6, C–E). The intracellular ROS production was significantly reduced (Figure 6F), while *NRF-2* and total SOD were significantly increased in the pCMV-*CFB*/FB1+HG group (Figure 6, G and H).

In addition, compared with the pCMV-*CFB*/vehicle+HG group, the mRNA levels of *CERS1*, *CERS3*, and *CERS6* were significantly decreased (Figure 6, I–K), and ceramide staining was significantly decreased (Figure 6, L and M) in the pCMV-*CFB*/FB1+HG group.

### CFB mediates NF-κB p65 translocation in PTECs, and NF-κB p65 initiates the transcription of CERS3.

Next, we examined whether *CFB* deficiency protected PTECs from HG stimulation via inhibiting NF-κB p65 signaling. As shown in Figure 7A, compared with the si*NC*+HG group, the expression of p-p65/p65 in the cytoplasm marginally decreased, and p-IκBα/IκBα in the cytoplasm significantly decreased, in the si*CFB*+HG group (Figure 7, B and C). This suggested that the NF-κB p65 signaling pathway was downregulated when *CFB* was knocked down under HG conditions. Furthermore, we examined the expression of p-p65/p65 in the nucleus. HG stimulation promoted nuclear p-p65 expression, while *CFB* knockdown decreased the p-p65/p65 expression in the nucleus (Figure 7, D and E), indicating the blockage of p-p65 translocation from the cytoplasm to the nucleus. These results suggested that CFB mediated NF-κB p65 signaling in PTECs in the context of diabetes.

Furthermore, we performed co-immunoprecipitation (Co-IP) of CFB with NF-κB p65 and IκBα in HK-2 cells. The results showed that CFB did not bind NF-κB p65 or IκBα, suggesting that CFB indirectly regulates NF-κB p65 (Figure 7F). However, CFB could directly bind IKBKB (Figure 7F), suggesting CFB acts upstream of NF-κB signaling.

Considering the change of CERS in the results of transcriptomic analysis and cellular experiments, we further explored the regulatory mechanism of CERS expression. Using the online bioinformatics tool Promo alggen (Transfac 8.3), we found that NF-κB p65 is a potential transcription factor of *CERS3*, and the binding site was predicted within the promoter of *CERS3*. Exploring the potential binding site by chromatin immunoprecipitation (ChIP) analysis with an anti–NF-κB p65 antibody revealed that NF-κB p65 bound specifically to the promoter of *CERS3* in HK-2 cells, and the sequence was from –37 to –49 bp (Figure 7G). The luciferase activity of HEK293T and HK-2 cells transfected with the *CERS3* reporter plasmid was increased after overexpression of NF-κB p65 (Figure 7H). Collectively, these results suggested that CFB is essential for cytoplasmic to nuclear translocation of NF-κB p65, and NF-κB p65 in the nucleus further initiates the transcription of *CERS3*.

### C3 knockdown abolishes CFB-mediated cytokine secretion, ceramide biosynthesis, and NF-κB signaling in PTECs.

We found that CFB could upregulate NF-κB signaling, which stimulates the biosynthesis of ceramide. Then we examined the regulatory effect of CFB on NF-κB signaling and ceramide biosynthesis via complement AP activation. HK-2 cells were transfected with lentivirus of *CFB* (LV-*CFB*) for overexpression and si*C3* for blocking the complement activation simultaneously. First, we verified the efficiency of *CFB* overexpression and *C3* knockdown at the mRNA level (Figure 8, A and B). Overexpression of *CFB* significantly increased the mRNA levels of *IL-1β* and *TNF-α* under HG stimulation. Compared with the LV-*CFB*+si*NC*+HG group, the expression of *IL-1β* and *TNF-α* was significantly decreased in the LV-*CFB*+si*C3*+HG group (Figure 8, C and D). Meanwhile, the expression of *CERS1*, *CERS3*, and *CERS6* (Figure 8, E–G) and ceramide staining (Figure 8, H and I) were significantly lower in the LV-*CFB*+si*C3*+HG group than in the LV-*CFB*+si*NC*+HG group. Furthermore, compared with the LV-*CFB*+si*NC*+HG group, the expressions of p-IκBα/IκBα (Figure 8, J and K) in the cytoplasm and p-p65/p65 (Figure 8, L and M) in the nucleus were significantly decreased in the LV-*CFB*+si*C3*+HG group.

The above results suggested that the effects of CFB on cytokine secretion, ceramide biosynthesis, and NF-κB signaling were mediated by complement AP activation.

## Discussion

Several lines of evidence suggested the important role of the complement system in the pathogenesis of DKD (17–19). However, the exact pathogenic role of complement activation in DKD is not fully clear yet. Some clues indicated that activation of the AP participates in the development of DKD (9). A previous transcriptome analysis found that the mRNA level of *CFB* is significantly higher in the glomeruli and renal tubules of patients with DKD (9). Our recent study found that the urinary levels of CFB correlate with the severity of DKD (15).

In the current study, patients with DN had higher levels of Bb deposition in kidneys than patients with MCD and HCs. In agreement with our results, Welch et al. found that the level of locally synthesized CFB in PTECs roughly corresponded to the location and intensity of patchy tubular atrophy and interstitial inflammation of DKD (20). They also found that the expression of CFB and C3 had similar distribution in renal tubules rather than in the glomeruli, and the activation of AP caused peritubular inflammation and edema to fibrosis and tubular atrophy (20). Herein, we found that the deposition of Bb in tubulointerstitium correlated with the severity of DKD, including BUN and serum creatinine levels, and C3c deposition, tubulointerstitial inflammation, and tubular atrophy in renal histology.

The importance of tubulointerstitial injuries in DKD has been increasingly recognized in recent years, accompanied by a shift of the concept from classic DN to DKD (21, 22). Growing evidence suggests that the proximal renal tubules are implicated in the development and progression of DKD (23). Furthermore, several studies demonstrated that the degree of renal dysfunction is more closely associated with chronic tubulointerstitial injury than glomerular injury (24, 25). Combined with the findings of our study, delaying tubulointerstitial damage by inhibiting CFB in DKD is of interest.

We found that diabetic mice deficient in *Cfb* were substantially protected from functional and morphological lesions of DKD; in particular, the alleviation of tubulointerstitial injury was more prominent than glomerular injury. These results suggested that CFB plays an important role in the pathogenesis of DKD, especially in tubulointerstitial injury. Then we corroborated that the proinflammatory and profibrotic cytokines and apoptosis in the kidney cortex were reduced in *Cfb^–/–^* diabetic mice compared with WT diabetic mice. ER stress and oxidative stress are closely interconnected and eventually lead to cell apoptosis. ER stress occurs when the folding capability of the ER fails to accommodate the load of unfolded proteins (26). The oxidative stress could be aggravated by the sustained generation of ROS and improved by antioxidants such as Nrf-2 and SOD. Excessive ROS produced by oxidative stress was reported to promote cell injury and apoptosis (27). As expected, we found that both ER stress and oxidative stress were also alleviated in *Cfb^–/–^* diabetic mice.

Next, we explored the role of CFB in the pathogenesis of DKD. Previous studies demonstrated the regulatory role of the complement system on lipid metabolism in various metabolic diseases (4–6). In the current study, the lipidomic analysis revealed a potential role of CFB on lipid metabolism, especially sphingolipid synthesis. In *Cfb^–/–^* diabetic mice, total ceramide quantification and several species of ceramide were decreased, including Cer (d18:2_22:0), Cer (d18:1_22:0), and Cer (d18:1_16:0), as compared with WT diabetic mice. Furthermore, genes of ceramide biosynthesis were enriched by transcriptomic analysis. 

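In the sequenced kidneys, the difference between genotypes in the sphingolipid genes was compared between diabetic and control mice. The mean log2(FPKM + 0.1) over sphingolipid biosynthetic process was 0.25 higher in *Cfb-/-* control than in WT control mice (exact permutation p = 0.3, where 3 mice against 3 allow no p under 0.1). The difference in diabetic mice minus that in control mice was -0.45 (permutation of genotype within diabetic and within control mice over 700 assignments, p = 0.04). By the same permutation it was -0.36 for ceramide biosynthetic process (p = 0.0571) and -0.57 for the 14 listed genes of ceramide synthesis (p = 0.0529, Benjamini-Hochberg adjusted p = 0.264 over 15 lists). Sphingolipid biosynthetic process was 1 of 17 lists tested and has no adjusted p. The urothelium list differed in the same direction (-3.85, permutation p = 0.02, adjusted p = 0.15 over 15 lists). *Sptssb*, a gene of sphingolipid biosynthetic process, was correlated with the urothelium marker score within groups (r = 0.962). The permutation assumes no effect of genotype in either state, so it does not test the interaction alone. No single gene had an adjusted p under 0.05 from limma for this interaction, and 861 genes had an unadjusted p under 0.05, a number that ranged from 494 to 2596 when each mouse was left out in turn.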

Based on the omics results, we used RT-qPCR to verify the DEGs in the cortex of diabetic mice and TCMK-1 cells; the results were in accordance with the lipidomic and transcriptomic analyses.

It was reported that in patients with DKD, urinary concentrations of Cer (d18:1/16:0) and Cer (d18:1/22:0) are increased and correlated with urinary levels of albumin and *N*-acetyl-β-d-glucosaminidase (28). Ceramide is at the center of sphingolipid metabolism and is formed via 3 main pathways: de novo synthesis, hydrolysis of sphingomyelin, and salvage of complex sphingolipids. Ceramide contributes to inflammation, cell membrane dynamics, cell growth, and apoptosis (29). Ceramide is highly abundant in the kidney and is actively involved in the pathogenesis of diabetes and its complications (30–34). Furthermore, we found that *Cers1*, *Cers2*, *Cers3*, and ceramide were reduced in *Cfb^–/–^* diabetic mice, suggesting the decrease in ceramide levels may result from the decrease of ceramide synthases.

Our cellular experiments found that proinflammatory cytokines, ER stress, oxidative stress, and cell apoptosis were decreased in si*CFB* HK-2 cells under HG conditions. Ceramide emerges as a signal of lipid overload that initiates host cellular stress responses, including ER stress and oxidative stress, ultimately leading to apoptosis induction (35). Therefore, we treated HK-2 cells with C2-Cer and found that improvements in ER stress, oxidative stress, and cell apoptosis mediated by *CFB* knockdown were reversed. This finding illustrated that *CFB* knockdown alleviated PTEC damage via downregulating ceramide under HG conditions. When FB1 was added to *CFB*-overexpressing HK-2 cells, ER stress, oxidative stress, and cell apoptosis were attenuated, suggesting CFB mediates PTEC damage via upregulating ceramide synthases. Moreover, blocking complement activation by *C3* knockdown abolished the effect of CFB on ceramide biosynthesis, suggesting that complement AP activation could cause PTEC damage by affecting sphingolipid metabolism.

Compared with WT diabetic mice, *Cers1*, *Cers2*, and *Cers3* were significantly decreased in *Cfb^–/–^* diabetic mice. Similarly, compared with the control group, *Cers1*, *Cers2*, and *Cers3* were significantly decreased in TCMK-1 cells transfected with si*Cfb* and stimulated with HG. There was a little inconsistency as compared with our cellular experiment in human immortalized cells, in which *CERS1*, *CERS3*, and *CERS6* were reduced in si*CFB* HK-2 cells under the HG environment. This discrepancy may be attributed to the difference in test samples, i.e., renal tubular cells from rodents and humans.

It has been reported that in renal tubular cells, TLR4 could upregulate the expression of CFB and activate the NF-κB signaling pathway (13). The current study found that the NF-κB signaling pathway could mediate inflammation by regulating ceramide biosynthesis. Our results showed that CFB could bind IKBKB, upregulate the expression of NF-κB p65, and promote the translocation of p-p65 from the cytoplasm to the nucleus, resulting in activation of NF-κB signaling. NF-κB is a ubiquitous transcriptional factor regulating innate immune responses (36). The NF-κB signaling pathway activation per se could cause proinflammatory effects, either dependent on or independent of affecting ceramide biosynthesis. A previous study suggested that the LPS/TLR4/NF-κB signaling pathway increases the de novo synthesis of ceramide and upregulates ceramide synthases (37). Our study further extended this finding by demonstrating that *CERS*3 is a direct target gene of NF-κB p65.

There were some limitations in our study. First, renal specimens of HCs were derived from patients with renal carcinoma. Although tissue samples far from the tumor were harvested, the influence of tumor cells and inflammation on the results could not be entirely excluded. However, no obvious abnormality was observed under light, immunofluorescence, or electron microscopy, which minimized such influence. Second, global deletion of *Cfb*, rather than conditional deletion, limited the explanation of CFB function in renal proximal tubular cells.

In conclusion, CFB-mediated tubulointerstitial injury plays an important role in the pathogenesis of DKD. *CFB* deficiency, which blocks the activation of complement AP, alleviates tubular cell damage, including oxidative stress, ER stress, inflammation, and apoptosis, via inhibiting the NF-κB signaling pathway and subsequently blocking the transcription of ceramide synthases, which regulate the biosynthesis of ceramide under HG conditions. The current study provides evidence that CFB may be a promising therapeutic target for DKD.

## Methods

### Human renal biopsies.

A total of 21 patients with renal biopsy–proven DN in the Renal Division, Peking University First Hospital, were enrolled. All patients met the criteria of DN proposed by the Renal Pathology Society in 2010 (2). Patients with other renal diseases, such as IgA nephropathy, membranous nephropathy, and lupus nephritis, were excluded. The general data of these patients are shown in Table 2. We harvested the healthy portions of renal tissues removed from nephrectomy specimens from patients with renal carcinoma as the HCs (*n* = 10). These patients with renal carcinoma did not have diabetes or other kidney diseases, and no obvious abnormality in these specimens was observed under light, immunofluorescence, or electron microscopy. A total of 10 patients with MCD without diabetes were enrolled as the disease control to avoid the confounding effect of proteinuria.

### Animal model.

Eight-week-old sex- and age-matched mice from Nanjing Biomedical Research Institute of Nanjing University were used for this study. *Cfb*-knockout (C57BL/6J background) and WT (C57BL/6J background) male mice were housed in the Animal Center of Peking University First Hospital with a 12-hour light/12-hour dark cycle, pathogen-free conditions, and a bacteria-free diet. The project strategy and identification results of *Cfb^–/–^* mice are presented in Supplemental Figure 2, I–M. We performed agarose gel electrophoresis on DNA isolated from WT and *Cfb^–/–^* mice. *Cfb^–/–^* mice expressed a 650 bp band, and WT mice expressed a 750 bp band. Compared with the WT mice, the mRNA level and protein level of CFB were deficient in *Cfb^–/–^* mice, as demonstrated by RT-qPCR and Western blot. HFD (60% of total calories from fat, D12492; Keao Xieli) was fed to diabetic groups for 4 weeks. Meanwhile, nondiabetic groups were fed a normal chow diet (10% of total calories from fat). After fasting for 4 hours, the diabetic groups received an intraperitoneal injection of STZ (S0130; MilliporeSigma) dissolved in 50 mM sodium citrate buffer (pH 4.5; Solarbio) at 60 mg/kg for 5 consecutive days, while the nondiabetic groups were supplemented with an equivalent amount of 50 mM sodium citrate buffer (38–40). Around 1 week after STZ injection, those abovementioned mice were measured for FPG with a glucose analyzer (Accu-Chek Performa) on tail vein blood samples. Diabetic groups with FPG of over 16.7 mmol/L were included in the study. These mice were grouped as *Cfb^–/–^* diabetic mice (*n* = 6), WT diabetic mice (*n* = 6), *Cfb^–/–^* control mice (*n* = 8), and WT control mice (*n* = 8). All mice were sacrificed and collected for analysis after 21 weeks of STZ injection.

### Anthropometric measurements and laboratory assessment.

Body weight and renal weight measurements of mice were accurate to 0.01 g with electronic scales. Kidney-to-body weight ratio was calculated as left or right kidney weight (g) divided by the body weight (kg). After anesthesia with avertin, heparin-anticoagulated blood of mice was collected from the angular vein. BUN, TCHO, and triglyceride levels in plasma were determined with a UniCel DxC 600 Chemistry Analyzer (Beckman Coulter). 24 hours’ urine was collected in the metabolic cage, and urinary albumin concentration was measured by a mouse albumin ELISA kit (Bethyl Laboratories). Urinary creatinine level was measured by a Creatinine Assay Kit (DICT-500; BioAssay Systems). uACR was calculated as urinary albumin (μg) divided by urinary creatinine (mg).

### Renal histology.

The intensity of C3c staining in patients with DN was semiquantitatively graded on a scale of 0–4 as previously described (10). Tubular atrophy of patients with DN was scored semiquantitatively based on the percentage of the tubulointerstitial compartment that was affected: tubular atrophy (0, no tubular atrophy; 1, <25% lesion; 2, 25%–50% lesion; 3, >50% lesion) and tubulointerstitial inflammation (0, absent; 1, infiltration only in areas related to tubular atrophy; 2, infiltration in areas without tubular atrophy) (2).

Paraffin-embedded mouse tissue sections (4 μm thick) were stained with PAS (BA-4080B; BASO). To quantify glomerular injury and tubulointerstitial injury of each mouse, at least 20 glomeruli or views per section were systematically digitized using a ×400 original magnification and examined by Image-Pro Plus software V.6.0 (Media Cybernetics). Mesangial matrix fraction was expressed as the percentage of mesangial matrix expansion in each glomerulus. Glomerular hypertrophy was measured by analyzing the average percentage of the glomerular area of the observed area. Tubulointerstitial injury of mice was evaluated according to the amount and severity of the loss of brush border, tubular dilation, cast formation, cell lysis, and inflammatory infiltration. Renal tubulointerstitial injury of mice was scored from 0 to 5 as previously described (41): 0, normal; 1, lesion <10%; 2, 10%–20% lesion; 3, 20%–30% lesion; 4, 30%–40% lesion; 5, lesion >40%.

### Immunohistochemistry and immunofluorescence.

Paraffin-embedded kidney tissue sections were immunostained for Bb, CFB, C3a, C3c, C5a, C5aR, and C5b-9. Kidney sections were treated with proteinase K for 10 minutes at 37°C or processed with heat-induced epitope retrieval. Endogenous peroxidases were blocked with 3% hydrogen peroxide for 20 minutes. Kidney sections were incubated in 3% bovine serum albumin (BSA) for 1 hour at room temperature. Primary antibodies against Bb (1:100; Quidel catalog A227), CFB (1:200; Abcam catalog ab192577), C3a (1:150; Abcam catalog ab36385), C3c (1:100; Hycult Biotech catalog HM1078-100UG), C5a (1:300; Abcam catalog ab11878), C5aR (1:2,000; Abcam catalog ab117579), and C5b-9 (1:1,200; Abcam catalog ab55811) were added for overnight incubation at 4°C. Sections were incubated with anti-mouse secondary antibody (ZSBIO catalog PV-9005) and developed using 3,3′-diaminobenzidine (ZSBIO). Slides were viewed under a microscope (Leica) equipped with a digital camera. At least 10 views per section were systematically digitized using a ×400 original magnification and examined by Image-Pro Plus software V.6.0. The IOD or MOD (IOD/total area) was used to represent the deposition of complements in kidneys.

For double-immunofluorescence staining, CFB and specific markers of intrinsic renal cells and inflammatory cells were stained. Frozen sections were incubated with primary antibodies against CFB (1:100; Abcam catalog ab192577), PECAM-1 (1:100; Santa Cruz Biotechnology catalog sc-53411; the marker of glomerular endothelial cells), integrin-α8 (1:100; Santa Cruz Biotechnology catalog sc-365798; the marker of glomerular mesangial cells), synaptopodin (1:100; R&D Systems, Bio-Techne, catalog MAB8977; the marker of podocytes), AQP-1 (1:200; Santa Cruz Biotechnology catalog sc-25287; the marker of PTECs), CD28K (1:100; Santa Cruz Biotechnology catalog sc-365360; the marker of distal tubular epithelial cells), and CD68 (1:100; Abcam catalog ab955; the marker of macrophages). In addition, CFB and C3a were stained for double immunofluorescence. The secondary antibody of Alexa Fluor 488–labeled (AF488-labeled) donkey anti-rabbit IgG (1:200; Jackson ImmunoResearch catalog 711-545-152) and cyanin 3–labeled donkey anti-mouse IgG (1:200; Jackson ImmunoResearch catalog 715-165-150) was added on slices.

HK-2 cells were fixed with 4% paraformaldehyde for 20 minutes and permeabilized with 0.1% Triton X-100 for 15 minutes, then blocked with 3% BSA for 1 hour at room temperature. After incubation with primary antibody of ceramide (1:10; Millipore Sigma catalog C8104) at 4°C overnight, samples were incubated with AF488-labeled goat anti-mouse IgM μ chain (Abcam catalog ab150121) at 37°C for 1 hour. Eventually, the specimens were stained with DAPI. Image-Pro Plus software V.6.0 was used to evaluate the immunofluorescent staining of ceramide. Positive signals were quantified as signal intensity.

### Transmission electron microscopy.

Renal cortical tissues of mice were cut into 3 slices and immediately immersed in 3% glutaraldehyde. Further sample handling was performed by the Laboratory of Electron Microscopy, Peking University First Hospital. Ultrathin sections were obtained from 3 random glomeruli from each mouse, and 20 representative nonoverlapping digital micrographs from each glomerulus were taken under an electron microscope (Hitachi 7700 transmission) at ×10,000 original magnification. The mean FPW and mean width of the cross section of GBM were calculated using Photoshop (Adobe) or ImageJ software (NIH) as previously described (42). In brief, the mean FPW was calculated for each sample, and that value was used to calculate a mean FPW for each group. The arithmetic mean of the FPW was calculated as follows:

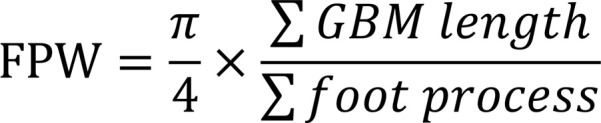

The correction factor of π/4 serves to correct for presumed random variation in the section angle relative to the podocyte’s long axis.

### Tissue RNA extraction and transcriptomics.

Total RNA was extracted using the *mir*Vana miRNA Isolation Kit (Ambion, Thermo Fisher Scientific) following the manufacturer’s protocol. Transcriptome sequencing and analysis were conducted by OE Biotech Co., Ltd. RNA integrity was evaluated using the 2100 Bioanalyzer (Agilent Technologies). The samples with RNA integrity number ≥ 7 were subjected to subsequent analysis. The libraries were constructed using TruSeq Stranded mRNA LTSample Prep Kit (Illumina) according to the manufacturer’s instructions. Then, these libraries were sequenced on the Illumina sequencing platform (HiSeq 2500), and 125 bp/150 bp paired-end reads were generated.

The transcriptome sequencing and analysis were conducted by OE Biotech Co., Ltd. DEGs were identified using the DESeq2 R package functions estimate size factors and nbinomTest. *P* < 0.05 and fold change >2 or < 0.5 were set as the threshold for significantly different expression. Hierarchical cluster analysis of DEGs was performed to explore gene expression patterns. GO enrichment analysis of DEGs was performed using R based on the hypergeometric distribution.

GSEA was performed on transcriptomics, and normalized enrichment score (NES) and FDR were calculated to verify the significant difference for GSEA. GO enrichment analysis for biological processes was performed, and |NES| > 1, *P* < 0.05, and FDR < 0.25 were used as the screening criteria.

### Tissue lipid extraction and quantification.

Tissue lipids were extracted according to modified methods (43). A total of 50 mg tissue sample was homogenized in 500 μL of chloroform/methanol (v/v = 2:1) using a superfine homogenizer. A total of 125 μL of the aqueous solution was added and vortexed for liquid-liquid extraction, followed by repeating 3 times before centrifugation at 1,000*g* for 15 minutes at room temperature. The lower chloroform layer was transferred for secondary extraction and dried under nitrogen.

Liquid chromatography-tandem mass spectrometry method was used for lipid analysis. Data were acquired using a Q Exactive Orbitrap mass spectrometer (Thermo Fisher Scientific) coupled with an UltiMate 3000 (Thermo Fisher Scientific) UHPLC system. LipidSearch software v4.1.16 (Thermo Fisher Scientific) was used to identify and quantify the lipids.

### TUNEL assay.

A colorimetric TUNEL apoptosis assay kit (Beyotime Biotechnology) was used to examine apoptotic cells in paraffin-embedded kidney tissue sections of mice. TUNEL assay was performed using In Situ Cell Death Kit (Roche Diagnostics) to detect apoptotic cells in HK-2 cells according to the manufacturer’s instructions.

### Cell culture.

HK-2 cell line, derived from human immortalized PTECs of kidneys, was purchased from American Type Culture Collection. HK-2 cells were cultured in Dulbecco’s modified Eagle medium/Nutrient Mixture F-12 (DMEM/F12; Gibco, Thermo Fisher Scientific) containing 10% fetal bovine serum (FBS; Gibco, Thermo Fisher Scientific) and 1% penicillin/streptomycin (MilliporeSigma) in a T-25 flask at 37°C in humidified air with 5% CO_2_. The cells were seeded at a density of 1 × 10^5^ cells/well in 6-well plates or 96-well plates. When cell confluence reached 70%, cells were stimulated with HG (final concentration: 30 mmol/L; MilliporeSigma) for 24 hours and then harvested. We set up the osmotic control with mannitol (MilliporeSigma) to avoid hyperosmolarity. To investigate the effect of CFB on HK-2 cells, cells were transfected with si*CFB* (RIBIO) or pCMV-*CFB* (GenScript) using Lipofectamine 3000 (Invitrogen, Thermo Fisher Scientific) dissolved in a non-FBS culture medium. To investigate the role of ceramide synthesis in CFB-mediated PTEC damage, cells were treated with C2-Cer (MilliporeSigma) or FB1 (MilliporeSigma). To investigate the role of complement activation in CFB-mediated ceramide biosynthesis, cells were transfected with LV-*CFB* (GeneChem) for overexpression and si*C3* (RIBIO) for knockdown simultaneously.

The TCMK-1 cell line was purchased from Fuheng Biotechnology (China). TCMK-1 cells were cultured in minimum essential medium (Gibco, Thermo Fisher Scientific). Cells were transfected with si*Cfb* (RIBIO) using Lipofectamine 3000 dissolved in a non-FBS culture medium.

The HEK293T cell line was purchased from Procell Life Science & Technology (China) and cultured in DMEM.

### RNA isolation and RT-qPCR.

Total RNA was extracted from cells or mouse kidney tissues using RNAprep pure Kit (Tiangen Biotech). Primers used for mRNA detection are listed in Table 3. RNA concentration was determined by NanoDrop 1000 (Thermo Fisher Scientific), and 2 μg RNA was reverse-transcribed into cDNA with High-Capacity cDNA Reverse Transcription Kits (Applied Biosystems, Thermo Fisher Scientific). The RT-qPCR analysis was performed with Applied Biosystems 7500 Real-Time PCR System (Thermo Fisher Scientific) using SYBR Green Master Mix (Applied Biosystems, Thermo Fisher Scientific). Relative gene expression was normalized with *β-actin* for humans and *18s* for mice and compared with control groups.

### Western blot.

Samples were incubated for 10 minutes at 95°C in the loading buffer. Samples were then subjected to electrophoresis on 10% SDS-PAGE and transferred to PVDF membranes. The membranes were incubated with primary antibodies of Bb (1:500; Quidel catalog A227), GRP78 (1:1,000; Proteintech catalog 11587-1-AP), CHOP (1:500; Proteintech catalog 15204-1-AP), p-Nrf2 (1:500; Abcam catalog ab76026), cleaved caspase-3 (1:1,000; Cell Signaling Technology catalog 9661), NF-κB p65 (1:1,000; Cell Signaling Technology catalog 8242), p-p65 (1:1,000; Cell Signaling Technology catalog 3033), IκBα (1:1,000; Cell Signaling Technology catalog 4814), p-IκBα (1:1,000; Cell Signaling Technology catalog 9246), IKBKB (1:500; Proteintech catalog 15649-1-AP), histone H3 (1:1,000; Proteintech catalog 17168-1-AP), and β-tubulin (1:2,000; Cell Signaling Technology catalog 2128), followed by horseradish peroxidase–conjugated secondary antibodies (Proteintech catalog SA00001-1 and SA00001-2). Proteins were visualized on autoradiographic film using an ECL Plus Western blot detection system (GE Healthcare, now Cytiva).

### Detection of C3a in the supernatant.

A human complement C3a ELISA kit was used to examine C3a in the supernatant of HK-2 cells according to the manufacturer’s instructions (Qiaoyi Biotechnology).

### Detection of ROS.

We used ROS Assay Kit (Beyotime Biotechnology) to measure the intracellular ROS level. 2′,7′-dichlorofluorescein-diacetate, oxidized to fluorescent dichlorofluorescein by intracellular ROS, was used to quantify the ROS level.

### Detection of SOD.

The content of SOD was determined using the Total Superoxide Dismutase Assay Kit with WST-8 (Beyotime Biotechnology) according to the manufacturer’s instructions.

### Co-IP.

Co-IP was carried out using a Pierce Crosslink Magnetic Co-IP kit (Thermo Fisher Scientific). Briefly, HK-2 cells were lysed and the protein concentration was measured. Then, 500 μg protein in 500 μL supernatant was incubated with 5 μg anti-CFB (Quidel) or anti-IgG (Proteintech) antibodies coated on beads on a rotator overnight at 4°C. The beads were washed to remove unbound material and eluted in a low-pH elution buffer. The precipitate was separated by SDS-PAGE and detected by immunoblotting.

### ChIP assay.

ChIP was performed by SimpleChIP Enzymatic Chromatin IP kit (Cell Signaling Technology). HK-2 cells were cross-linked with 1% formaldehyde for 10 minutes and quenched in 125 mM glycine for 5 minutes at room temperature. After being incubated in cold lysis buffer for 20 minutes, cells were harvested with a cell scraper. DNA was immunoprecipitated from the sonicated cell lysates using an anti–NF-κB p65 antibody (Cell Signaling Technology). The human *CERS3* promoter–specific primers used in PCR are listed in Table 3.

### Promoter activity assay.

The promoter activity of *CERS3* was determined by the Dual-Luciferase Reporter Assay System (Promega). Briefly, pGL3-*CERS3* promoter, pCDNA3.1 (+) or pCDNA3.1 (+)-NF-κB p65 and pRL-SV40 renilla were transfected into HEK293T and HK-2 cells in a 12-well plate using Lipofectamine 3000 for 24 hours. pRL-SV40 renilla vector was cotransfected for normalization of transfection efficiency.

### Data availability statement.

Transcriptomic data produced in this study will be available at NCBI Gene Expression Omnibus database (GSE217153). All data needed to evaluate the conclusions are in the paper and/or the supplemental materials, including the raw data of lipidomics (Supplemental Data 1).

### Statistics.

Data were expressed as means ± standard deviation or median with interquartile range as appropriate. Differences in quantitative parameters among groups were assessed with Student’s 2-tailed *t* test or 1-way ANOVA followed by Bonferroni’s comparison for 2 or more independent samples as appropriate. Correlations among parametric variables were performed using Pearson’s test, while correlations among 1 or more nonparametric variables were assessed using Spearman’s test. A 2-tailed *P* < 0.05 was statistically significant. GraphPad Prism version 7 (GraphPad Software) was used to perform the data analysis.

### Study approval.

Human kidney specimens were obtained from diagnostic renal biopsies performed at the Peking University First Hospital. This study was performed in accordance with the Declaration of Helsinki and was approved by the Research Ethics Committee of Peking University First Hospital. Written informed consent was obtained from each participant. All animal experiments were performed in accordance with guidelines from and with the approval of the Laboratory Animal Ethics Committee of Peking University First Hospital.

## Author contributions

ZJS analyzed statistics and drafted the manuscript. DYC and MHZ designed the study, participated in interpretation of data, and revised the manuscript. MC had full access to all the data and provided final approval of the submitted manuscript. All authors read and approved the manuscript. MC is the guarantor of this work and, as such, had full access to all the data in the study and takes responsibility for the integrity of the data and the accuracy of the data analysis.

## Supplementary Material

Supplemental data

Supplemental data set 1

## Figures and Tables

**Figure 1:**
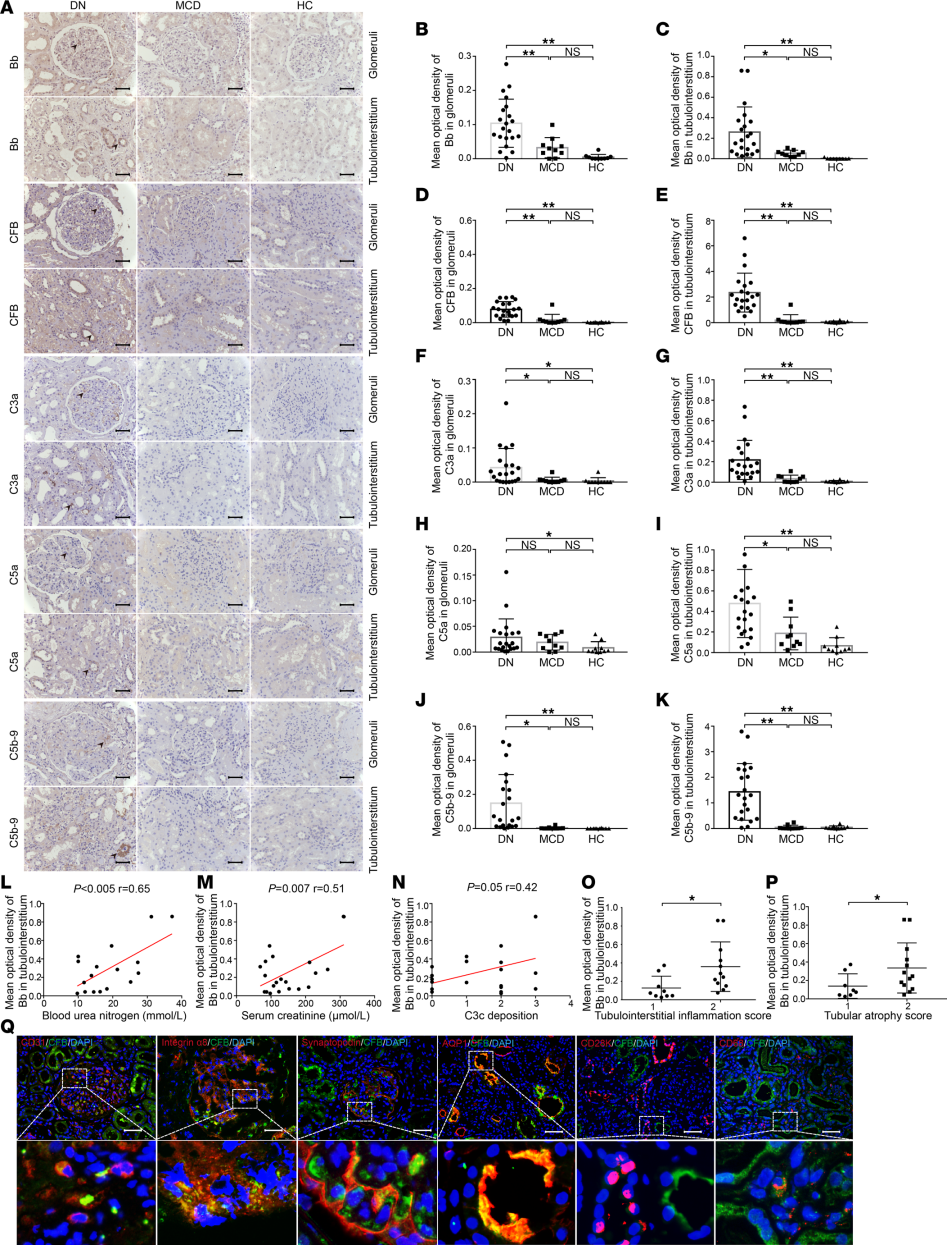
The complement AP is activated in renal biopsies of patients with DN. Immunohistochemical staining for Bb, CFB, C3a, C5a, and C5b-9 in glomeruli and tubulointerstitium (black arrow) of patients with DN (*n* = 21), patients with MCD (*n* = 10), and HCs (*n* = 10); bar = 50 μm (**A**). Semiquantitative analysis of Bb, CFB, C3a, C5a, and C5b-9 staining in glomeruli (**B**, **D**, **F**, **H**, and **J**) and tubulointerstitium (**C**, **E**, **G**, **I**, and **K**) was performed using Image-Pro Plus 6.0 software. Correlation analysis of BUN (**L**), serum creatinine (**M**), and C3c deposition (**N**) with the level of Bb deposition in tubulointerstitium of patients with DN. Comparisons of Bb deposition in tubulointerstitium between DN patients with different severities of tubulointerstitial inflammation (**O**) and tubular atrophy (**P**). Double-immunofluorescence staining of CFB (green) and renal intrinsic cells and macrophages (red); bar = 50 μm; magnified insets, original magnification, ×400 (**Q**). *P < 0.05; **P < 0.01 between groups was determined by Student’s *t* test (**O** and **P**), Pearson’s test (**N**), or Spearman’s test (**L** and **M**) as appropriate, or 1-way ANOVA (**B**–**K**). BUN, blood urea nitrogen; DN, diabetic nephropathy; HC, healthy controls; MCD, minimal change disease; MOD, mean optical density.

**Figure 2:**
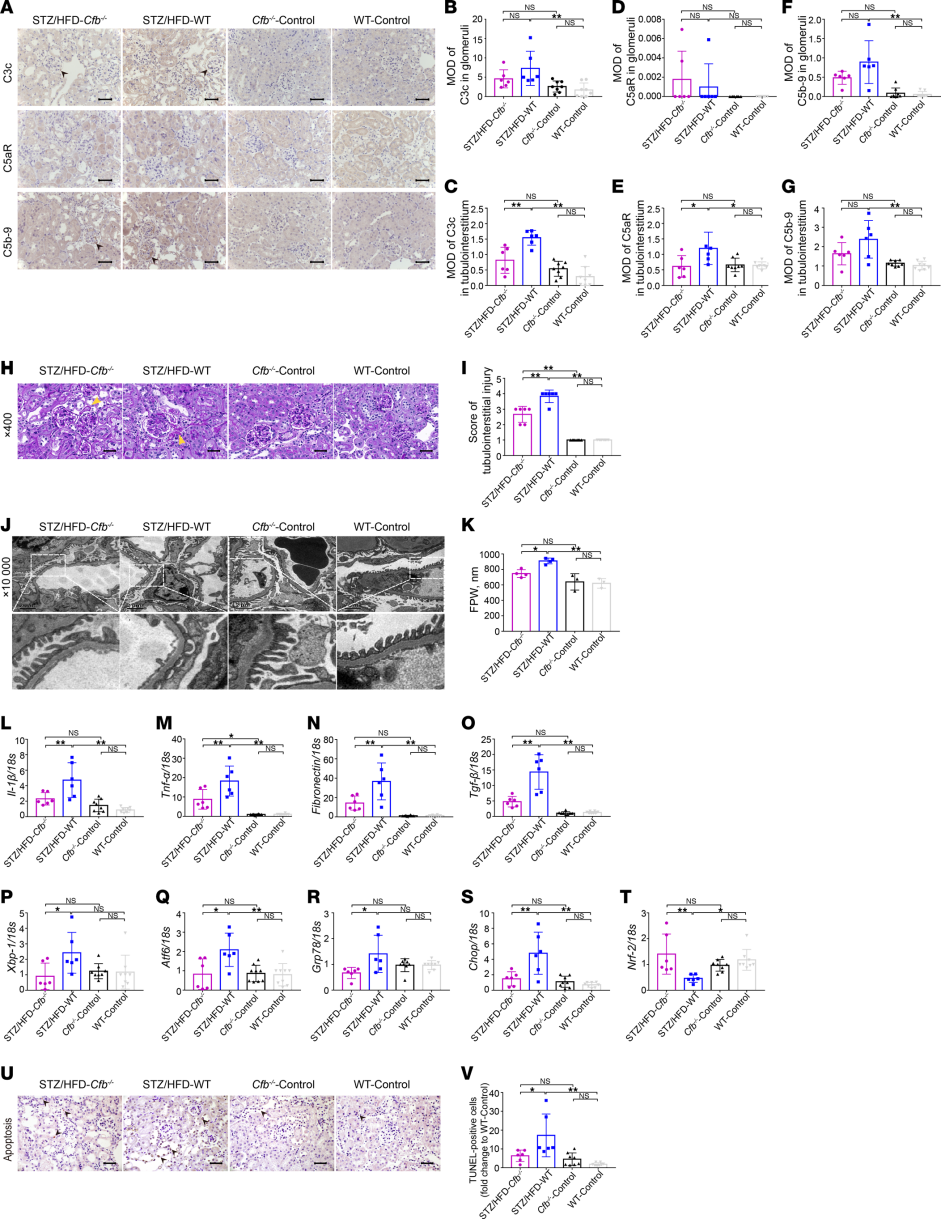
Kidney damage is alleviated in *Cfb*-deficient diabetic mice. Immunohistochemical staining for C3c, C5aR, and C5b-9 in the mouse kidney (black arrow); bar = 50 μm (**A**). Semiquantitative analysis of C3c, C5aR, and C5b-9 staining in glomeruli (**B**, **D**, and **F**) and tubulointerstitium (**C**, **E**, and **G**) was performed using Image-Pro Plus 6.0 software; *n* = 6 for diabetic groups, *n* = 8 for nondiabetic groups. We used PAS staining to represent renal tubulointerstitial damage (yellow arrow) of *Cfb^–/–^* diabetic mice (*n* = 6), WT diabetic mice (*n* = 6), *Cfb^–/–^* control mice (*n* = 8), and WT control mice (*n* = 8); bar = 50 μm (**H**). Semiquantitative analysis of tubulointerstitial injury among the above 4 groups (**I**). Electron microscopy images and partial enlargement images were used to show the fusion of podocyte foot; *n* = 4 for diabetic groups, *n* = 3 for nondiabetic groups, bar = 2 μm (**J**). Semiquantitative analysis of FPW (**K**). RT-qPCR was used to measure *Il-1β* (**L**), *Tnf-α* (**M**), *fibronectin* (**N**), *Tgf-β1* (**O**), *Xbp-1* (**P**), *Atf6* (**Q**), *Grp78* (**R**), *Chop* (**S**), and *Nrf-2* (**T**) mRNA expression in kidney cortex of mice; *n* = 6 for diabetic groups, *n* = 8 for nondiabetic groups. Representative photomicrographs of TUNEL staining (black arrow), bar = 50 μm (**U**). Semiquantitative analysis of apoptotic cell ratio of each group; *n* = 6 for diabetic groups, *n* = 8 for nondiabetic groups (**V**). *P < 0.05; **P < 0.01 between groups was determined by 1-way ANOVA. *Atf6*, activating transcription factor 6; *Chop*, CCAAT enhancer binding protein homologous protein; FPW, mean width of the foot processes; *Grp78*, glucose-regulated protein 78; *Il-1β*, interleukin 1β; MOD, mean optical density; *Nrf-2*, nuclear factor, erythroid 2 like 2; PAS, periodic acid–Schiff; RT-qPCR, quantitative real-time PCR; *Tgf-β1*, transforming growth factor β1; *Tnf-α*, tumor necrosis factor α; TUNEL, terminal deoxynucleotidyl transferase–mediated dUTP nick end labeling; WT, wild-type; *Xbp-1*, X-box binding protein 1.

**Figure 3:**
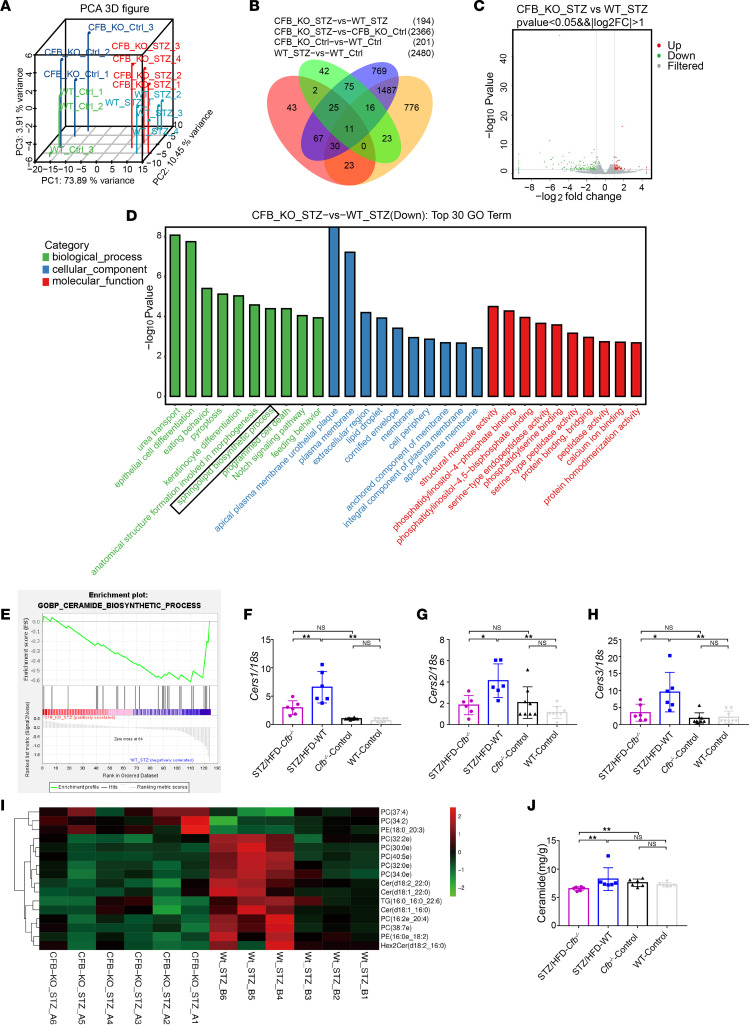
The process of ceramide biosynthesis was downregulated in *Cfb*-deficient diabetic mice. PCA was conducted with gene expression level to illustrate the distribution and repeatability of each sample; *n* = 4 for diabetic groups, *n* = 3 for nondiabetic groups (**A**). The number of common and unique DEGs was analyzed (**B**). We used a volcano map to present the upregulated or downregulated genes between *Cfb^–/–^* diabetic mice and WT diabetic mice (**C**). Compared with WT diabetic mice, GO enrichment was conducted with the top 30 terms of downregulated categories of *Cfb^–/–^* diabetic mice (**D**). GSEA of transcriptomics was conducted from *Cfb^–/–^* diabetic mice compared with WT diabetic mice. This targeted GSEA of sphingolipid synthesis signaling was performed in addition to and separately from a comprehensive transcriptomics analysis (**E**). RT-qPCR was used to measure and verify the mRNA expression of *Cers* in the kidney cortex of mice; *n* = 6 for diabetic groups, *n* = 8 for nondiabetic groups (**F**–**H**). Untargeted lipidomics and the quantification of ceramide were performed to illustrate the downregulated ceramide biosynthesis in *Cfb^–/–^* diabetic mice; *n* = 6/group (**I** and **J**). *P < 0.05; **P < 0.01 between groups was determined by 1-way ANOVA. *Cers*, ceramide synthases; GSEA, gene set enrichment analysis; PCA, principal component analysis; RT-qPCR, quantitative real-time PCR; WT, wild-type.

**Figure 4:**
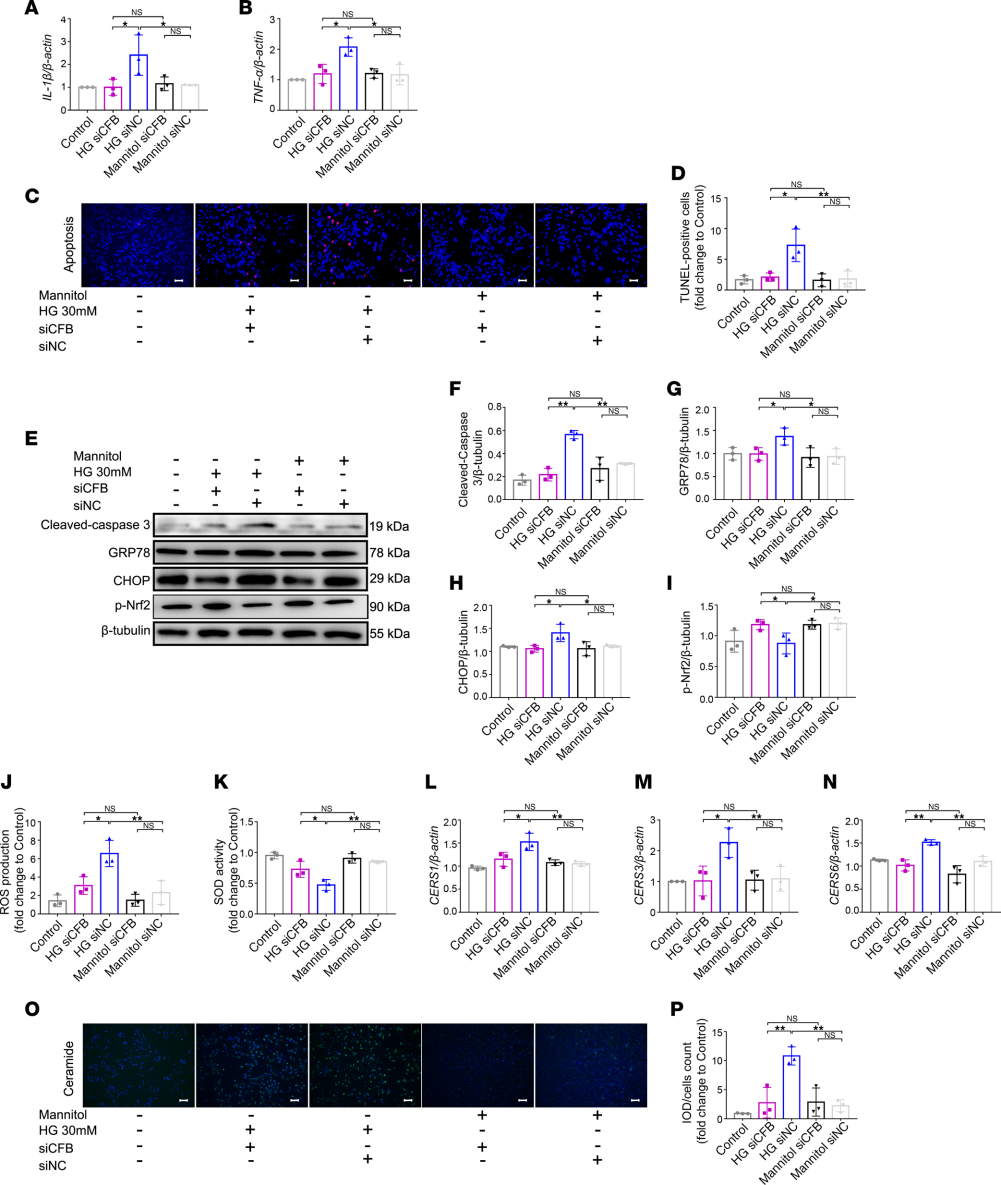
*CFB* knockdown alleviates PTEC damage and ceramide biosynthesis under HG condition. RT-qPCR was used to measure the expression of *IL-1β* (*n* = 3/group) and *TNF-α* (*n* = 3/group) under HG conditions in si*CFB* HK-2 cells (**A** and **B**). Representative photomicrographs of TUNEL staining, bar = 50 μm (**C**). Semiquantitative analysis of apoptotic cell ratio of each group, *n* = 3/group (**D**). Western blot was used to measure the expression level of cleaved caspase-3, GRP78, CHOP, and p-Nrf2 (**E**), and the ratios of the above protein to β-tubulin were quantified; *n* = 3/group (**F**–**I**). The levels of intracellular ROS production (**J**) and total SOD activity (**K**) were measured among 5 groups; *n* = 3/group. RT-qPCR was used to measure the mRNA expression of *CERS* (**L**–**N**); *n* = 3/group. IF staining was used to illustrate the quantity of ceramide bar = 50 μm, *n* = 3/group (**O**), and semiquantitative analysis of ceramide staining was performed (**P**). *P < 0.05; **P < 0.01 between groups was determined by 1-way ANOVA. CERS, ceramide synthases; CHOP, CCAAT enhancer binding protein homologous protein; GRP78, glucose-regulated protein 78; IF, immunofluorescence; IL-1β, interleukin 1β; p-Nrf-2, phosphorylated nuclear factor, erythroid 2 like 2; PTECs, proximal tubular epithelial cells; RT-qPCR, quantitative real-time PCR; ROS, reactive oxygen species; SOD, superoxide dismutase; TNF-α, tumor necrosis factor α; TUNEL, terminal deoxynucleotidyl transferase–mediated dUTP nick end labeling.

**Figure 5:**
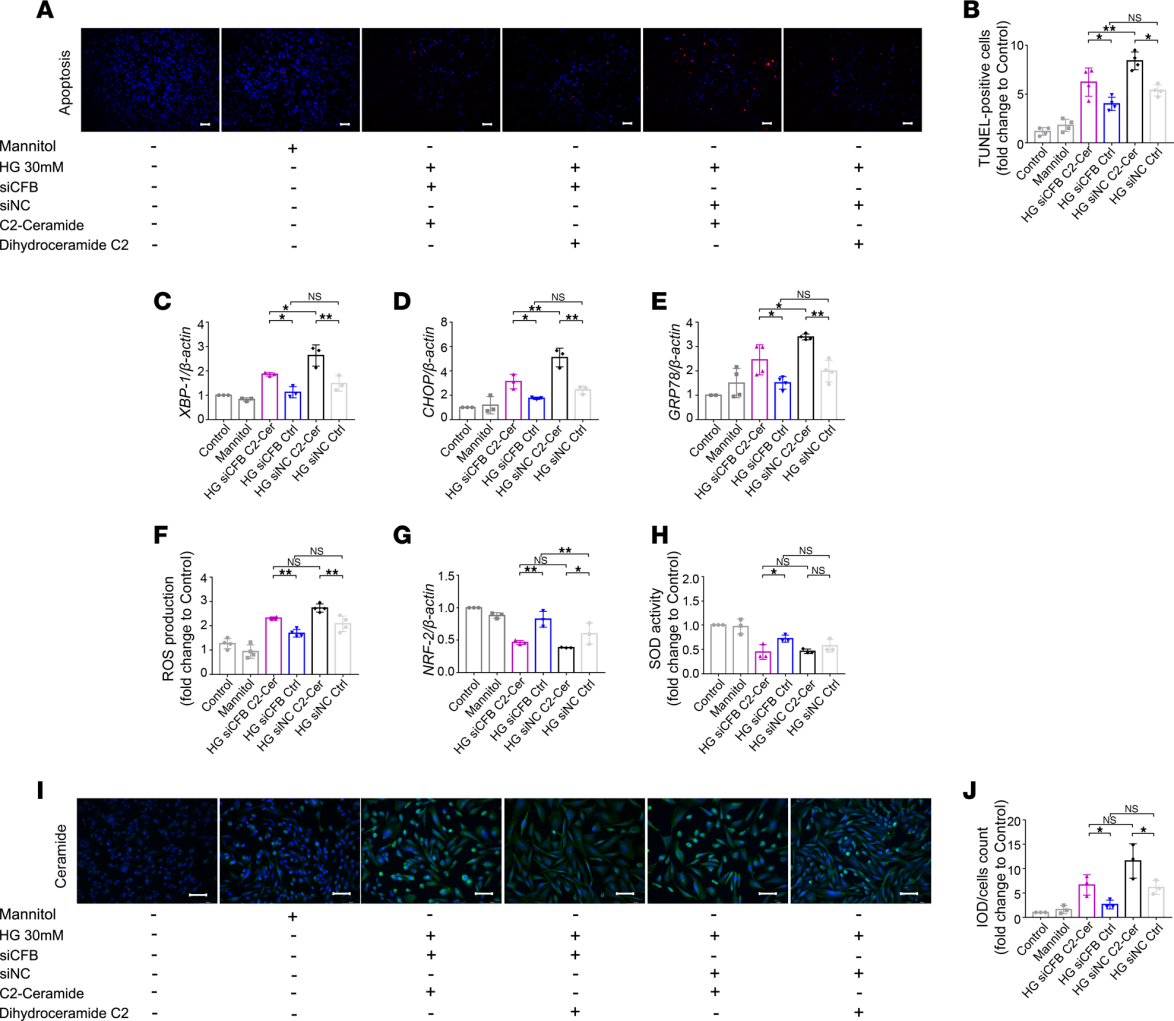
*CFB* knockdown alleviates PTEC damage via downregulating ceramide under HG conditions. Representative photomicrographs of TUNEL staining, bar = 50 μm, *n* = 4/group (**A**). Semiquantitative analysis of apoptotic cell ratio of each group (**B**). RT-qPCR was used to measure the expression level of *XBP-1* (**C**, *n* = 3/group), *CHOP* (**D**, *n* = 3/group), *GRP78* (**E**, *n* = 4/group), and *NRF-2* (**G**, *n* = 3/group). The levels of intracellular ROS production (**F**, *n* = 4/group) and total SOD activity (**H**, *n* = 3/group) were measured. IF staining was used to illustrate the quantity of ceramide; bar = 50 μm (**I**), and semiquantitative analysis of ceramide staining was calculated, *n* = 3/group (**J**). *P < 0.05; **P < 0.01 between groups was determined by 1-way ANOVA. CHOP, CCAAT enhancer binding protein homologous protein; GRP78, glucose-regulated protein 78; IF, immunofluorescence; IOD, integrated optical density; NRF-2, nuclear factor, erythroid 2 like 2; PTECs, proximal tubular epithelial cells; RT-qPCR, quantitative real-time PCR; ROS, reactive oxygen species; SOD, superoxide dismutase; TUNEL, terminal deoxynucleotidyl transferase–mediated dUTP nick end labeling; XBP-1, X-box binding protein 1.

**Figure 6:**
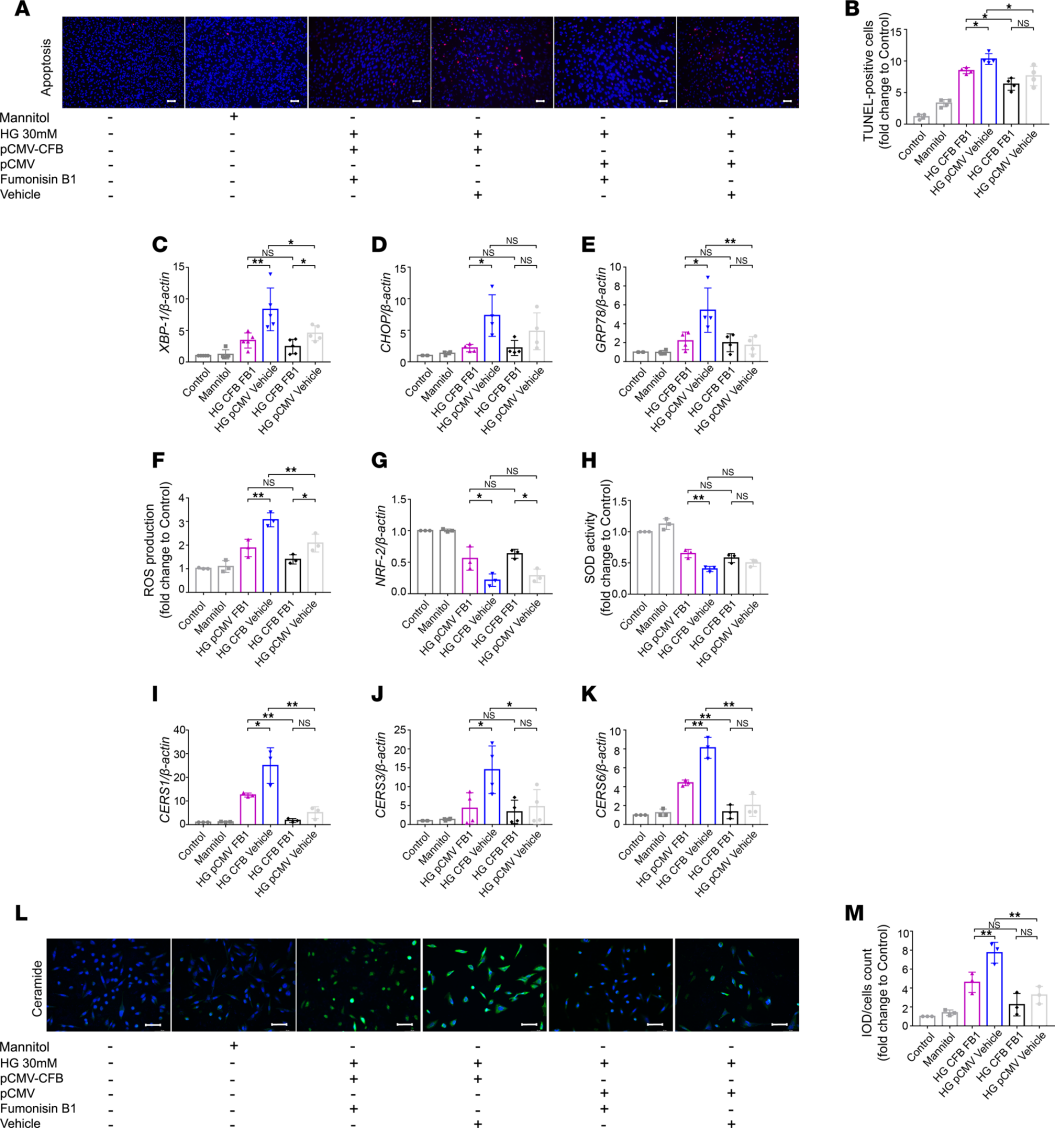
FB1 can rescue the CFB-mediated PTEC damage by downregulating CERS. Representative photomicrographs of TUNEL staining; bar = 50 μm, *n* = 4/group (**A**). Semiquantitative analysis of apoptotic cell ratio of each group (**B**). RT-qPCR was used to measure the expression level of *XBP-1* (**C**, *n* = 6/group), *CHOP* (**D**, *n* = 4/group), *GRP78* (**E**, *n* = 4/group) and *NRF-2* (**G**, *n* = 3/group). The levels of intracellular ROS production (**F**) and total SOD activity (**H**) were measured; *n* = 3/group. RT-qPCR was used to measure the expression of *CERS1* (**I**, *n* = 3/group), *CERS3* (**J**, *n* = 4/group), and *CERS6* (**K**, *n* = 3/group). IF staining was used to illustrate the quantity of ceramide, bar = 50 μm (**L**), and semiquantitative analysis of ceramide staining was calculated, *n* = 3/group (**M**). *P < 0.05; **P < 0.01 between groups was determined by 1-way ANOVA. CERS, ceramide synthases; CHOP, CCAAT enhancer binding protein homologous protein; FB1, fumonisin 1; GRP78, glucose-regulated protein 78; IF, immunofluorescence; NRF-2, nuclear factor, erythroid 2 like 2; PTECs, proximal tubular epithelial cells; RT-qPCR, quantitative real-time PCR; ROS, reactive oxygen species; SOD, superoxide dismutase; TUNEL, terminal deoxynucleotidyl transferase–mediated dUTP nick end labeling; XBP-1, X-box binding protein 1.

**Figure 7:**
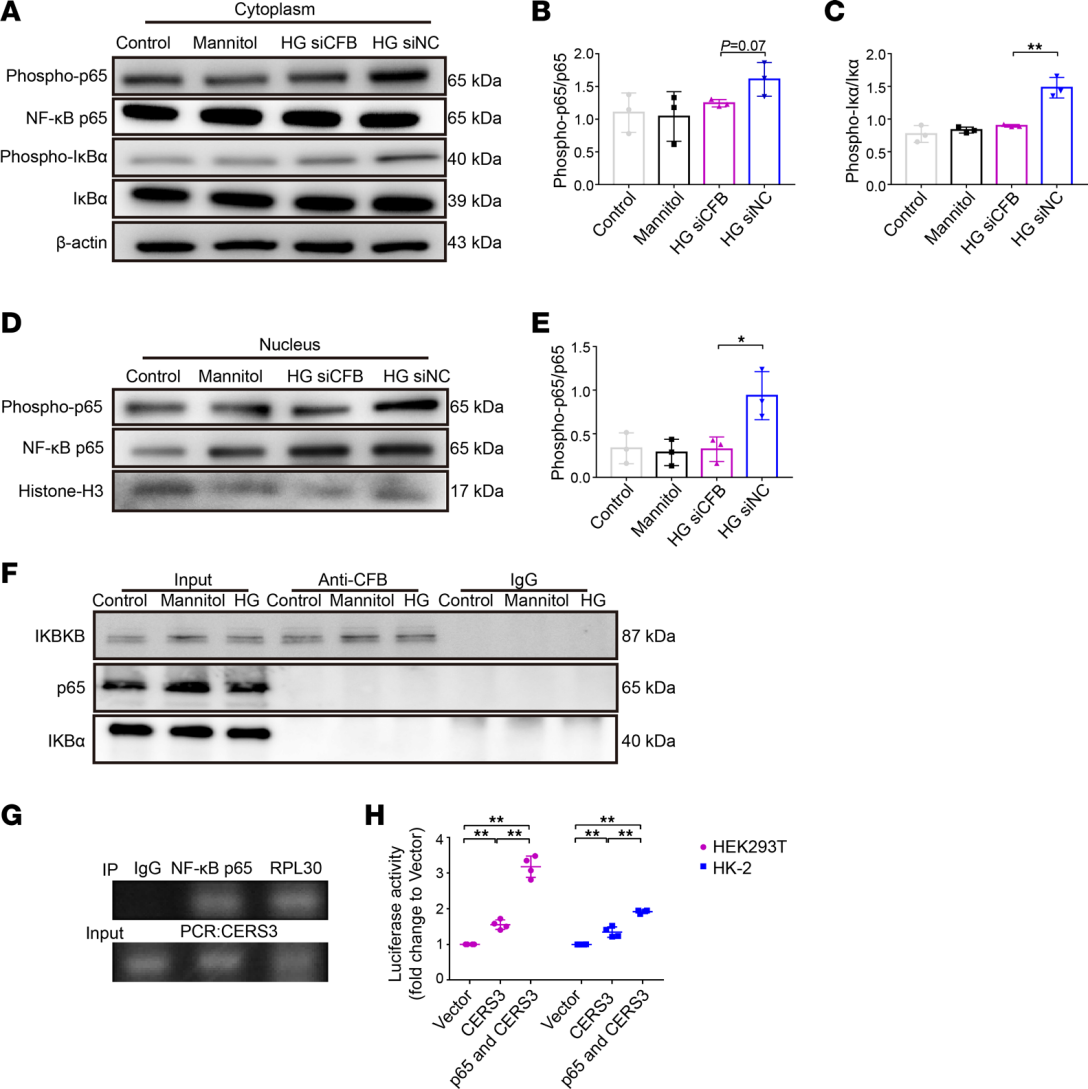
CFB mediates NF-κB p65 translocation in PTECs, and NF-κB p65 can directly bind to the promoter of *CERS3*. Western blot was used to measure the expression level of p-p65, NF-κB p65, p-IκBα, IκBα, and β-actin in the cytoplasm (**A**). The ratios of p-p65/p65 (**B**) and p-IκBα/IκBα (**C**) in the cytoplasm were quantified, *n* = 3/group. Western blot was used to measure the expression level of p-p65, NF-κB p65, and histone H3 (**D**), and the ratio of p-p65/p65 (**E**) in the nucleus was quantified, *n* = 3/group. Co-immunoprecipitation of CFB and NF-κB p65, IκBα, and IKBKB in HK-2 cells (**F**). Total protein lysates of cells were immunoprecipitated using an antibody against CFB and immunoblotting against NF-κB p65, IκBα, and IKBKB. Chromatin immunoprecipitation analysis of HK-2 cells was performed with an anti–NF-κB p65 antibody and the primers for the putative region of the *CERS3* promoter (**G**). Luciferase reporter vectors with *CERS3* promoter were cotransfected with the vector expressing NF-κB p65 into HEK293T and HK-2 cells, and luciferase reporter analysis was performed, *n* = 3/group (**H**). *P < 0.05; **P < 0.01 between groups was determined by 1-way ANOVA. CERS3, ceramide synthase 3; IKBKB, inhibitor of NF-κB kinase subunit B; phospho-, phosphorylated; PTECs, proximal tubular epithelial cells.

**Figure 8:**
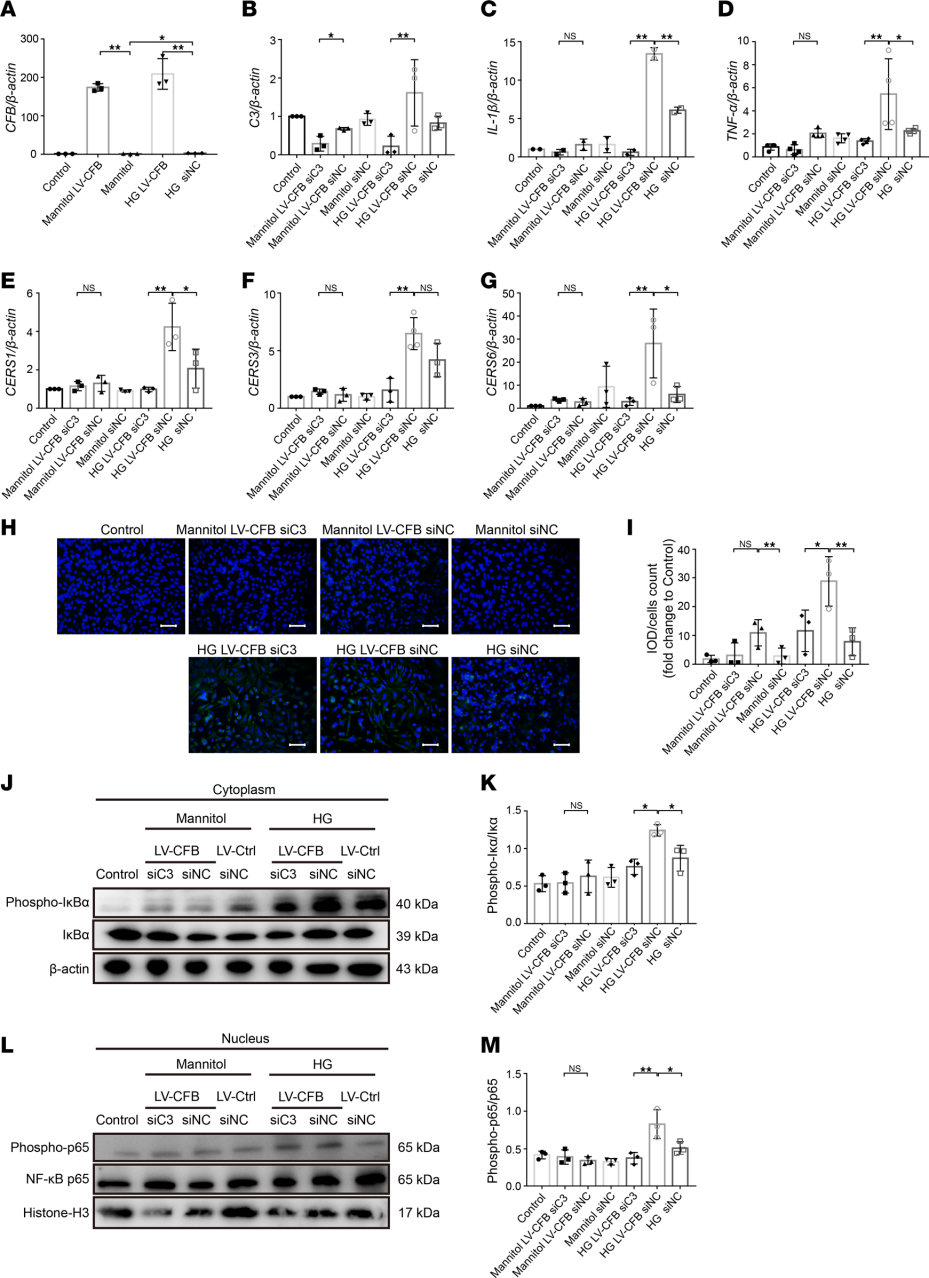
*C3* knockdown abolishes CFB-mediated cytokine secretion, ceramide biosynthesis, and NF-κB signaling in PTECs. RT-qPCR was used to measure the expression level of *CFB* (**A**, *n* = 3/group), *C3* (**B**, *n* = 3/group), *IL-1β* (**C**, *n* = 3/group), *TNF-α* (**D**, *n* = 4/group), *CERS1* (**E**, *n* = 3/group), *CERS3* (**F**, *n* = 4/group), and *CERS6* (**G**, *n* = 3/group). IF staining was used to illustrate the quantity of ceramide, bar = 50 μm (**H**), and semiquantitative analysis of ceramide staining was calculated, *n* = 3/group (**I**). Western blot was used to measure the expression level of p-p65, NF-κB p65, p-IκBα, IκBα, and β-actin in the cytoplasm (**J**), and the ratio of p-IκBα/IκBα (**K**) in the cytoplasm was quantified, *n* = 3/group. Western blot was used to measure the expression level of p-p65, NF-κB p65, and histone H3 (**L**), and the ratio of p-p65/p65 (**M**) in the nucleus was quantified, *n* = 3/group. *P < 0.05; **P < 0.01 between groups was determined by 1-way ANOVA. CERS, ceramide synthases; IF, immunofluorescence; IL-1β, interleukin 1β; phospho-, phosphorylated; PTECs, proximal tubular epithelial cells; RT-qPCR, quantitative real-time PCR; TNF-α, tumor necrosis factor α.

**Table 3:**
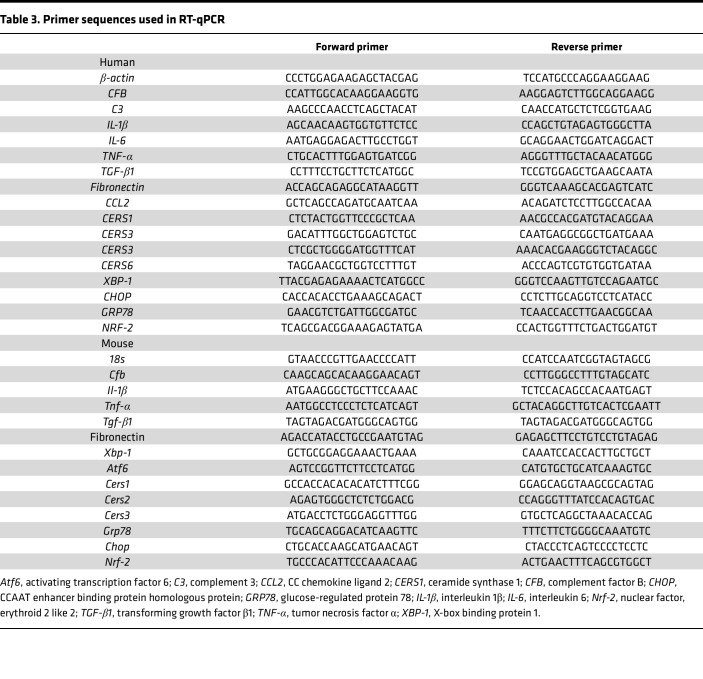
Primer sequences used in RT-qPCR

**Table 1:**
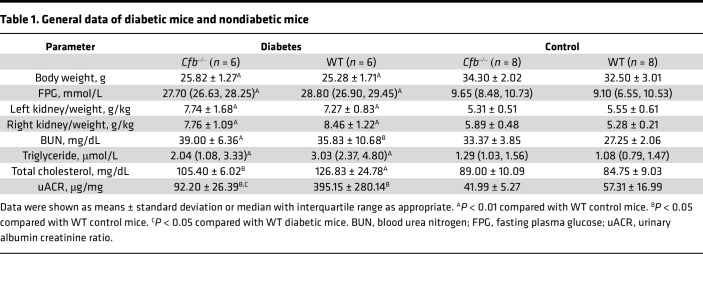
General data of diabetic mice and nondiabetic mice

**Table 2:**
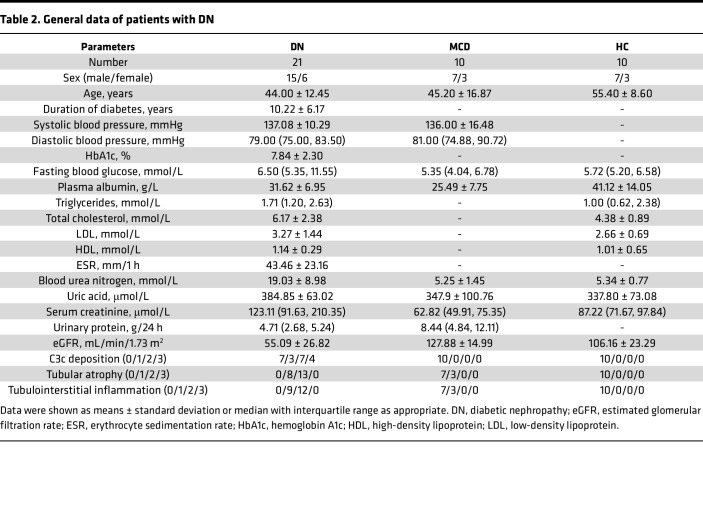
General data of patients with DN

# Supplementary material for: Deficiency of CFB attenuates renal tubulointerstitial damage by inhibiting ceramide synthesis in diabetic kidney disease
**Source:** JCI Insight. 2022 Dec 22;7(24):e156748. doi: 10.1172/jci.insight.156748
**Supplement:** Supplemental data

## Supplementary Material

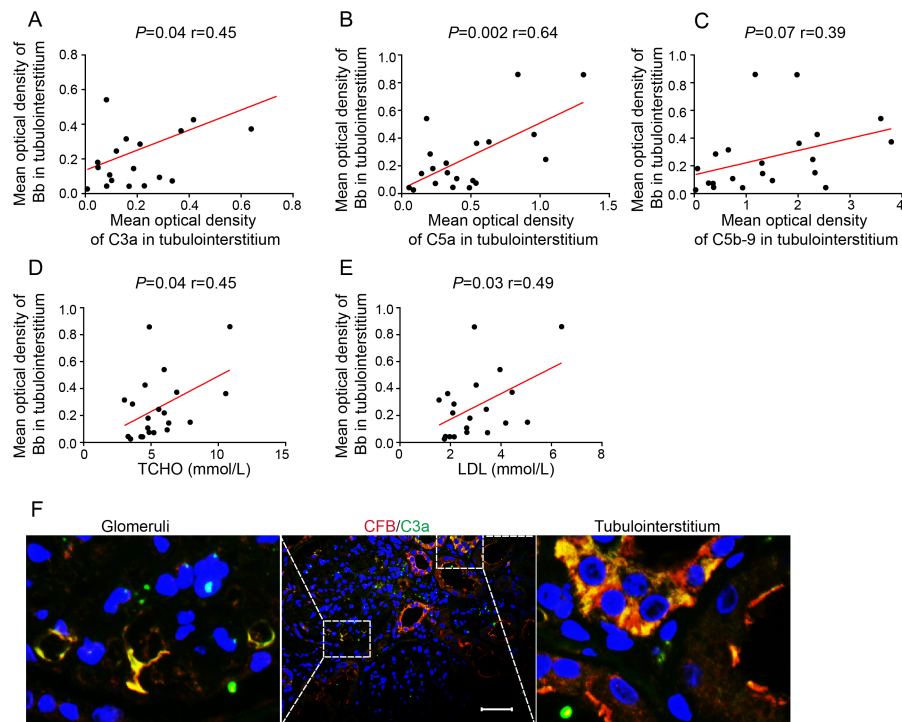

**Supplemental Figure 1. Correlation of Bb and other parameters and co-localization of CFB and C3a**

Correlation analysis of the MOD of C3a in tubulointerstitium (A), the MOD of C5a in tubulointerstitium (B), the MOD of C5b-9 in tubulointerstitium (C), TCHO (D), and LDL (E) with the level of Bb deposition in the tubulointerstitium of diabetic nephropathy patients. Double immunofluorescence staining of CFB and C3a in the kidney of diabetic nephropathy patient, bar=50 $\mu\text{m}$  (F).

LDL, low-density lipoprotein; MOD, mean optical density; TCHO, total cholesterol.

\* $P<0.05$ ; \*\* $P<0.01$ ; ns (no significance) between groups was determined by Pearson's test or Spearman's test.

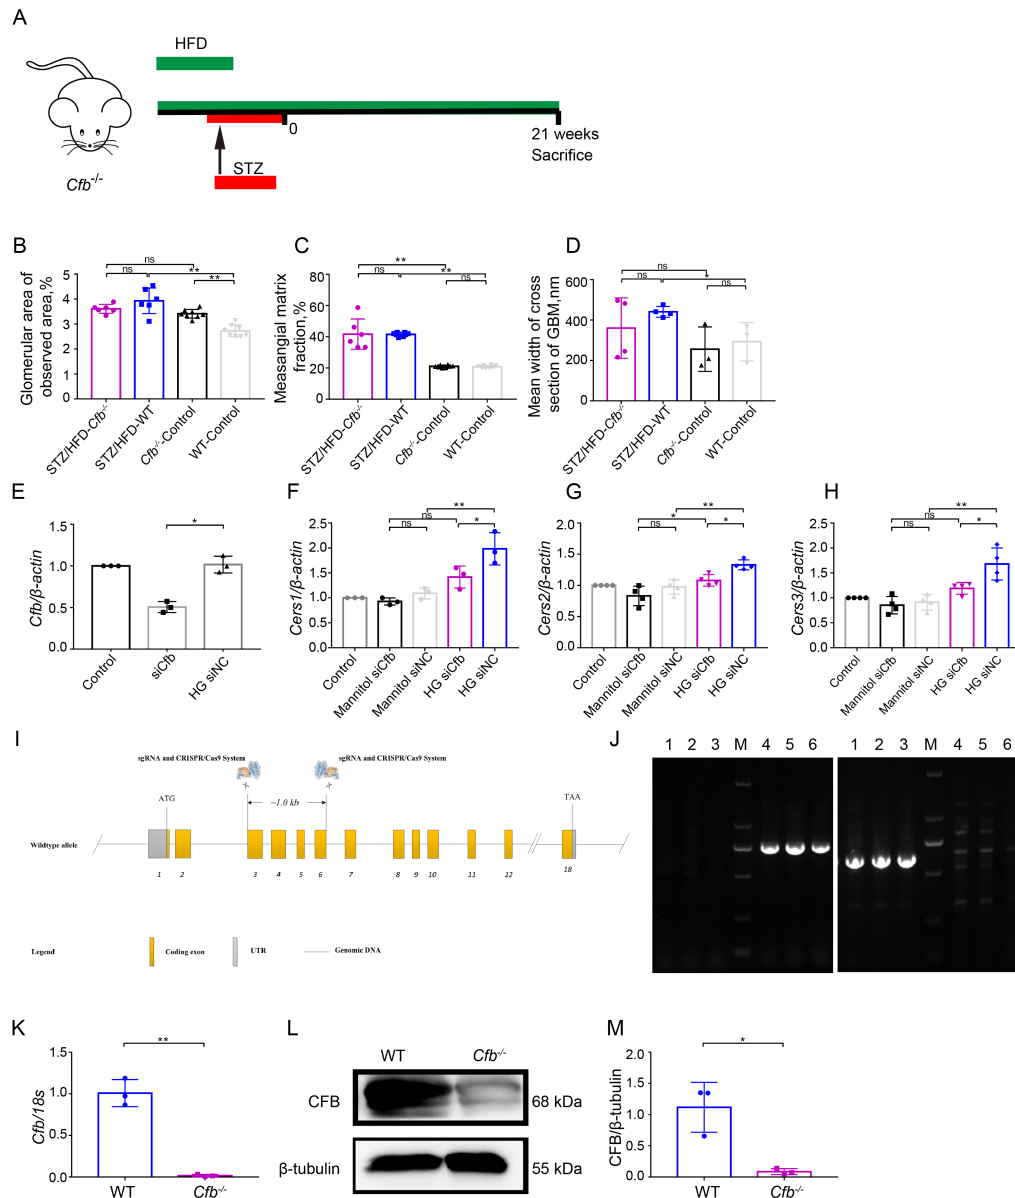

## Supplemental Figure 2. Identification of *Cfb* knockout mice

Study design overview. Eight-week-old *Cfb*<sup>-/-</sup> mice and WT mice were fed a high-fat diet for 1 month followed by an intraperitoneal injection of 60 mg/kg STZ for 5 days. All mice were sacrificed and collected for analysis after 21 weeks of STZ injection (A). Semi-quantitative analysis of glomerular hypertrophy (B, n=6 for diabetic groups, n=8 for non-diabetic groups), mesangial matrix expansion (C, n=6 for diabetic groups, n=8 for non-diabetic groups), and the thickening of GBM (D, n=4 for diabetic group, n=3 for non-diabetic groups) among the above four groups of mice. *CFB* was knocked down by transfecting the siRNA of *Cfb* with lipofectamine 3000 in TCMK-1 cells; RT-qPCR was used to assess the efficiency, n=3/group (E). RT-qPCR was used to measure the expression of *Cers1* (F, n=3/group), *Cers2* (G, n=4/group), and *Cers3* (H, n=4/group) in TCMK-1 cells. The project strategy of *Cfb* knockout mice (I). The agarose gel-electrophoresis of *Cfb* knockout mice (from first to third lines) and WT mice (from fourth to sixth lines, J). RT-qPCR analysis showing *Cfb* mRNA levels in kidneys of *Cfb* knockout mice and WT mice, n=3/group (K). Western blot

demonstrated that CFB expression was barely detected in *Cfb* knockout mice, n=3/group (L), and the ratio of the CFB to  $\beta$ -tubulin was quantified (M).

Cers, ceramide synthases; GBM, glomerular basement membrane; RT-qPCR, quantitative real-time PCR; STZ, streptozotocin; TCMK-1, mouse kidney tubular epithelium cells; WT, wild-type.

\* $P<0.05$ ; \*\* $P<0.01$ ; ns (no significance) between groups was determined by t-test or one-way ANOVA.

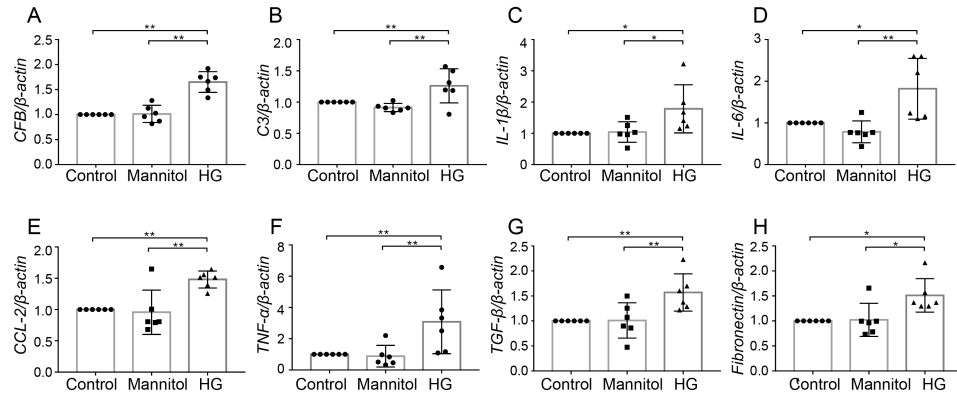

**Supplemental Figure 3. Complement components and cytokines were upregulated in HK-2 cells under high glucose conditions**

RT-qPCR was used to measure the *CFB* (A), *C3* (B), *IL-1 $\beta$*  (C), *IL-6* (D), *CCL-2* (E), *TNF- $\alpha$*  (F), *TGF- $\beta$ 1* (G), and *fibronectin* (H) mRNA expression in HK-2 cells, n=6/group.

CFB, complement factor B; C3, complement 3; CCL-2, C-C motif chemokine ligand 2; IL-1 $\beta$ , interleukin 1 $\beta$ ; RT-qPCR, quantitative real-time PCR; TGF- $\beta$ 1, transforming growth factor beta 1; TNF- $\alpha$ , tumor necrosis factor alpha.

\* $P < 0.05$ ; \*\* $P < 0.01$ ; ns (no significance) between groups was determined by one-way ANOVA.

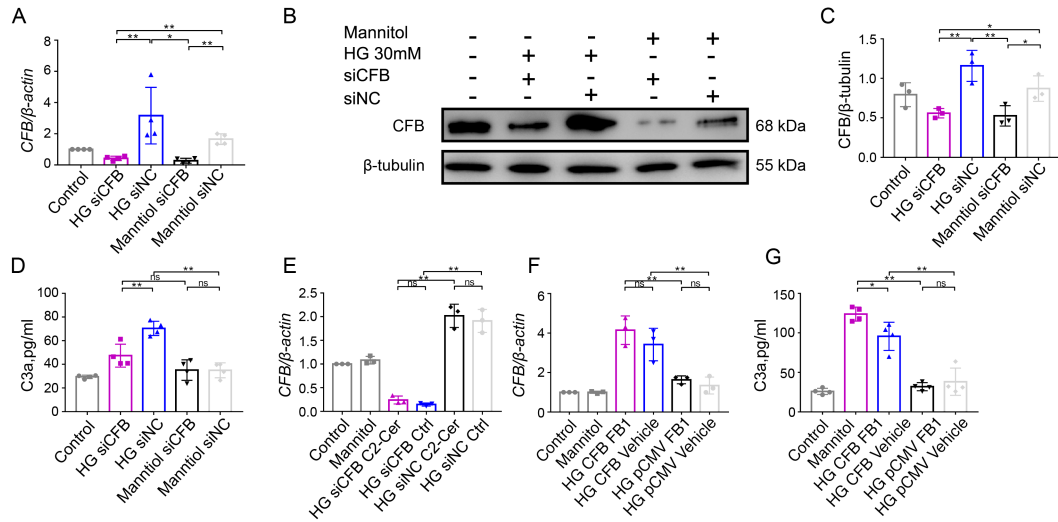

#### Supplemental Figure 4. The verification of *CFB* knockdown and *CFB* overexpression in HK-2 cells

*CFB* was knocked down by transfecting the siRNA of *CFB* with lipofectamine 3000. RT-qPCR (A, E; n=4/group) and Western blot (B-C; n=3/group) were used to verify the efficiency. C3a level in the supernatant was detected in HK-2 cells transfected with siRNA of *CFB* (D) and *CFB* (G) plasmid, n=4/group. RT-qPCR was used to illustrate the overexpression of *CFB* in HK-2 cells, n=3/group (F).

RT-qPCR, quantitative real-time PCR.

\* $P < 0.05$ ; \*\* $P < 0.01$ ; ns (no significance) between groups was determined by one-way ANOVA.

How the deposited data were processed for this re-analysis (not part of the article)

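Kidney RNA of 14 mice was sequenced, from 4 *Cfb-/-* diabetic, 4 WT diabetic, 3 *Cfb-/-* control, and 3 WT control mice, and each mouse was mapped to its group from the sample labels. The labels describe the control mice with the same treatment text as the diabetic mice, and describe the deletion as a knockdown. The groups were taken from the sample names and from the paper, which gives the same numbers of mice. The paper gives 21 weeks from STZ to sacrifice, and the labels give a time of 34 weeks without saying from when.

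According to the paper, stranded mRNA libraries were sequenced from both ends and differential expression was computed by the authors with DESeq2 size factors. The authors deposited FPKM values per gene and mouse, and the paper's text does not name the aligner, the genome build, the annotation, or the unit. The unit was read from the values, which are not whole numbers, do not sum to a fixed total, and step in units that shrink with transcript length. Their sums per mouse were 330246 to 488196. In each mouse, genes named by NCBI symbol came with the GO terms the authors assigned to them. No genome coordinates are given, because no build is named. Of the 2708 genes with a mean FPKM of at least 20, 0 were listed at 0 in any mouse, and 3867 of the 21878 genes were listed at 0 in all mice. No pair of mice had identical values, and the highest correlation within a group was 0.990.

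The planned test needed read counts, and the fallback set with it was used because the values are FPKM. This was limma 3.58.1 in R 4.3.3 with a mean-variance trend on log2(FPKM + 0.1), fitted to all 14 mice with a mean per group and no further scaling. Genes with an FPKM of at least 0.1 in at least 3 mice were tested, which left 14912. This filter was chosen after some values had been seen and before any test was run. Differentially expressed genes (DEGs) are given at the study's criteria, an unadjusted P under 0.05 and a fold change over 2 or under 0.5, and at a Benjamini-Hochberg adjusted p under 0.05. Relative depth was estimated from the steps between low values, and it sets how finely genes near the floor can be read. Absolute depth is unknown.

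The groups were compared in 4 pairs and in the interaction of genotype with diabetes. Single genes and list means were also compared with exact two-sided permutation tests, whose smallest p is 0.0286 for 4 mice against 4 and 0.1 for 3 against 3. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Pre-ranked GSEA used fgsea 1.28.0 with 10000 permutations. GO over-representation used a one-sided Fisher's exact test against the tested genes. Lipid values, figures, and tables were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and matplotlib 3.10.9.

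The lists covered ceramide synthesis and markers of urothelium, inner medulla, thick limb, proximal tubule, distal tubule, podocytes, adipocytes, B cells, T cells, macrophages, injured tubule, adrenal gland, ER stress, NF-κB targets, and NRF2 targets. A list mean is the mean log2(FPKM + 0.1) of a list's tested genes in a mouse, and a marker score, used as covariate and for correlations, is the same mean over all of its genes found in the files. Further lists held the neighbours of *Cfb* and sex-specific genes. The genes named in the text are those the paper names, the largest rises and falls in the comparison of diabetic mice with an adjusted p under 0.05, a mean log2 value of at least 0, and no overlap of groups, members of reported lists, and genes of counts of 5 or fewer. Only *Cfb* met the rule for rises and falls. The mean of log2(FPKM + 0.1) stood in for the log2 counts named in that rule.

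The fit was tested on simulated data in which 200 of the 14912 genes were changed. It recovered 190 of them, with 57 of 66 at a log2 change of 1, 66 of 67 at 2, and 67 of 67 at 3, and called 5 of 14712 unchanged genes. In 4 simulated comparisons without change, 0 genes were called. In that of *Cfb-/-* diabetic with WT diabetic mice, 5.18% of genes had an unadjusted p under 0.05 from limma. The changed genes were drawn from those with a mean log2(FPKM + 0.1) of at least 0. Recovery of lower genes, such as *Cers3*, was therefore not tested. The spread was drawn separately for each gene, so genes that vary together were not simulated.

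The alternatives were another or no filter, other pseudocounts, median-ratio scaling, quantile normalization, the urothelium or adipocyte score as covariate, the compared groups alone, the replicate number as a block, and leaving out each mouse in turn. Alternatives that need read counts were not run. The RT-qPCR, the staining, and the experiments in cell lines and patient tissue were not analysed here.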

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

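The tests on the urothelium list, the adipocyte list, and *Cfd* given here were chosen after the values were seen, as were those of *Cers3*. In the closing parts, the gene lists, the urothelium score as covariate, the omission of each mouse, and the study's criteria were set before the data were examined.

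Among 52 groups of 4 mice tested for a mouse far from the other 3, 3 were found, where chance gives 2.6. *Cfb* was measured at 1.13 FPKM in the third *Cfb-/-* diabetic mouse and at 1.38 to 1.43 FPKM in the others. *Cers3* was measured at 0.0258 FPKM in the same mouse and at 0.0121 to 0.0136 FPKM in the others, which is near the floor. *Fn1* was measured at 17.1 FPKM in the first WT diabetic mouse and at 9.81 to 11.0 FPKM in the others. No technical or biological explanation was tested for these values, whose number is near that given by chance.

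The difference between genotypes was tested for a dependence on diabetes in 17 lists. The permutation assumes no effect of genotype in either state, so it does not test this dependence alone. The urothelium list had a difference of -3.85 between diabetic and control mice in its mean log2(FPKM + 0.1) (permutation p = 0.02, Benjamini-Hochberg adjusted p = 0.15 over 15 lists), and 14 of the 700 assignments of genotype gave as large a value. It was lower in *Cfb-/-* than in WT diabetic mice by a difference of -1.90 (exact permutation p = 0.143), and higher in *Cfb-/-* than in WT control mice by 1.95 (exact permutation p = 0.2, where 3 mice against 3 allow no p under 0.1). This mean was -1.52 in the first WT diabetic mouse and 2.05, 2.23, and 1.04 in the others, against -1.32 to -0.55 in *Cfb-/-* diabetic mice. Of the 12 listed genes 11 were tested, 0 of the 12 had a mean of at least 1 FPKM in WT control mice, and *Krt20* is also expressed by injured tubule. The most abundant were *Psca* and *Upk1a*, with means of 22.5 and 7.79 FPKM in WT diabetic mice and 5.01 and 1.15 FPKM in *Cfb-/-* diabetic mice. The list was picked by this p and does not pass the adjustment over the lists, so chance stays open. The spread within WT diabetic mice is in line with pieces of kidney that held different amounts of urothelium, and a change of the urothelium with genotype stays open and was not tested.

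The adipocyte list had a difference of -3.67 (permutation p = 0.00857, adjusted p = 0.129 over 15 lists), and 6 of the 700 assignments gave as large a value. In diabetic mice its median log2 fold change was -1.64, and the 6 tested genes of 8 listed were lower in *Cfb-/-* than in WT mice. The difference in list mean was -2.48 (exact permutation p = 0.0286, adjusted p = 0.429), the smallest p that 4 mice against 4 allow. In WT control mice 0 of the 8 genes had a mean of at least 1 FPKM. The paper does not report on these genes. *Cfd* was listed at 0 in all *Cfb-/-* diabetic mice, and a candidate explanation is the amount of fat around the kidney that was sequenced. *Cfd* was present at 6.01 FPKM in the first *Cfb-/-* control mouse, which had the highest list mean of its group (0.48), so that it was detected in 1 of the *Cfb-/-* mice. A smaller amount of fat around the kidneys of *Cfb-/-* diabetic mice, as a biological difference, was not tested.

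Sphingolipid biosynthetic process had a difference of -0.45 (permutation p = 0.04, 1 of the 17 lists tested and without an adjusted p). The urothelium score as covariate reversed the direction of its difference between diabetic mice (camera p = 0.862), and the estimated correlation gave a p of 0.192. The small number of mice leaves open whether the term or the urothelium in each piece of kidney differed.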

How the results depend on the processing

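Median-ratio scaling, quantile normalization, the pseudocount of 0.01, the FPKM minimum of 1, the adipocyte score as covariate, the fold change from mean FPKM, and every alternative for the GO sets and GO terms were chosen after the data were seen, as was log2(FPKM + 1) for the gene sets, PC1, and the reversal. Alternatives that need read counts (TMM, size factors, DESeq2, and prior counts) were set in advance and were not run, and a value above 0 in any mouse stood in for no filter. Where no reason is given, the cause was not tested. Below, *Cfb-/-* and WT mice are compared within diabetic or within control mice unless stated.

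*Cfb* had an adjusted p under 0.05 from limma in diabetic mice under each alternative, with a log2 fold change from -5.98 to -4.96, and was the only gene of the shared genotype effect under each of its 6 alternatives. The urothelium and adipocyte lists kept their direction and an unadjusted p under 0.05 under each of their 19 alternatives. These leave out the fit of each list with its own score as covariate, which adjusts a list for its own genes. In that fit the camera p was 0.0704 for urothelium and 0.103 for adipocytes. Of the 320 values of the 18 genes named by the paper, 288 kept their direction and side of the threshold, 31 reversed, and 1 passed the threshold. That was *Cers3*, with a log2 fold change of -1.90 without the first WT diabetic mouse and from -1.90 to -1.17 over the 8 fits that each left out a diabetic mouse. Its size depended more on the pseudocount, with -3.05 for a pseudocount of 0.01 and -0.31 for log2(FPKM + 1), against -1.50.

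At the study's criteria, log2(FPKM + 1) gave 18 DEGs in diabetic mice, 36 in control mice, 860 for diabetes in *Cfb-/-* mice, and 981 for diabetes in WT mice, since it shrinks the fold change of low genes. The urothelium score gave 46 DEGs in diabetic mice, the FPKM minimum of 1, which tests fewer genes, gave 25, and the fold change from mean FPKM gave 126. In control mice, the pseudocount of 0.01 gave 421 and the fold change from mean FPKM 287. Quantile normalization gave 1403 DEGs for diabetes in *Cfb-/-* mice and 1559 in WT mice. Over the 14 fits that each left out a mouse, the numbers were 59 to 122 in diabetic mice, with 122 without the first WT diabetic mouse, and 126 to 356 in control mice, with 356 without the second *Cfb-/-* control mouse and 349 without the first WT control mouse. For diabetes they were 1986 to 2553 in *Cfb-/-* mice and 2318 to 2854 in WT mice.

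At an adjusted p under 0.05 in diabetic mice, the genes beside *Cfb*, chosen after their values were seen, were *Dppa5a* without the filter (2 genes), *Cfd* and a gene listed as a fusion of *Emc8* with a RIKEN gene in the groups compared alone (3), this *Emc8* fusion with the pseudocount of 0.01 (2), and *Cfd* with the adipocyte score (2). Leaving out a mouse gave 1 to 6 genes. *Cers3*, *Sprr2a3*, *Trim29*, *Upk1b*, and *Upk2* were added without the first WT diabetic mouse (6) and *Adipoq*, *Cfd*, and the *Emc8* fusion without the first *Cfb-/-* control mouse (4). The number was 2 without the first *Cfb-/-* diabetic mouse (*Hist1h4d*), the second WT diabetic mouse (*S100z*), the second or the third *Cfb-/-* control mouse (*Cfd*), or the third WT control mouse (the *Emc8* fusion). In control mice there were 3 genes without the filter (also *LOC108167560* and *Zar1*), 4 in the groups compared alone (also *Defb36*, *Pet117*, and that RIKEN gene), and 4 with the pseudocount of 0.01 (also *Defb36*, *Fxyd3*, and *Sult4a1*). Leaving out a mouse gave 1 to 1711, with 1711 without the first WT control mouse, 10 and 11 without the first and second *Cfb-/-* control mouse, and 2 without the second *Cfb-/-* diabetic (*Pet117*) or the first WT diabetic mouse (that RIKEN gene). For diabetes in WT mice, the urothelium score gave 2381 genes, the adipocyte score 3428, and the omission of a mouse 4775 to 7503. In *Cfb-/-* mice the omission of a mouse gave 3717 to 5568.

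For the interaction, 0 genes had an adjusted p under 0.05 and 861 an unadjusted p under 0.05. The unadjusted number was 363 with the urothelium score and 494 to 2596 when a mouse was left out, with 2596 without the first WT control mouse. At the adjusted threshold, the pseudocount of 0.01 gave 2 genes (*Defb36* and *Sult4a1*). Leaving out a mouse gave 0 to 4, with 4 without the first *Cfb-/-* control mouse, 3 without the first WT diabetic mouse, 2 without the second *Cfb-/-* diabetic mouse, and 1 each without the first *Cfb-/-* diabetic or the second WT diabetic mouse.

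With the preset correlation, the 14 genes of ceramide synthesis reversed with the urothelium score (camera p = 0.705) and the adipocyte score (p = 0.818). They did not pass with the FPKM minimum of 1 (p = 0.115), the estimated correlation (0.186), or fry (0.339), and ranged from 8.94e-04 to 0.164 when a mouse was left out, with 0.116 without the second *Cfb-/-* diabetic and 0.164 without the second WT diabetic mouse. Adjusted over the 15 lists, they also did not pass in the groups compared alone (camera adjusted p = 0.0691), after quantile normalization (0.0902), or without the third WT diabetic mouse (0.0761). Without the filter, where the adrenal list joined the 15 in the adjustment, they did not pass either (0.0608). Ceramide biosynthetic process, with the same correlation, reversed with the urothelium score (p = 0.563) and the adipocyte score (0.568), and ranged from 0.0467, without the third *Cfb-/-* diabetic mouse, to 0.776. Sphingolipid biosynthetic process reversed with the urothelium score (0.862), did not pass with the adipocyte score (0.275), the estimated correlation (0.192), or fry (0.411), and ranged from 4.37e-04 to 0.188, with 0.0868 without the second *Cfb-/-* diabetic and 0.188 without the second WT diabetic mouse. Of 15 lists, 6 passed the adjustment, 2 with the adipocyte score, and 0 with the estimated correlation or fry, where 2 each had an unadjusted p under 0.05. Leaving out a mouse gave 3 to 8, with 3 without the third WT diabetic mouse.

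Of GO terms among the lower genes, 0 passed without the filter, with the pseudocount of 0.01, or with either score, 1 with log2(FPKM + 1), the FPKM minimum of 1, or quantile normalization, and 6 in the groups compared alone, against 2 and 139 at an unadjusted p under 0.05. Leaving out a mouse gave 0 to 8, with 8 without the first WT diabetic mouse, 1 without the fourth, 0 without the second or the third, and 0 without the first, the second, or the third *Cfb-/-* diabetic mouse. PC1 held 61.0% over all tested genes, 76.4% with log2(FPKM + 1), 62.1% after quantile normalization, and 67.96% to 71.95% with a mouse left out.

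In WT mice, 2562 genes had an adjusted p under 0.05 from limma and a fold change over 2 or under 0.5 with diabetes. For 44.1% of them, the difference of *Cfb-/-* diabetic from WT diabetic mice had the opposite sign to the change with diabetes. In 100 simulated sets with no difference between diabetic groups the median was 54.7%, with 22.1% to 85.5% between the lowest and the highest 5%. The share passed to the other side of 50% by median-ratio scaling (50.8%), quantile normalization (52.7%), and the omission of the first (58.0%) or second (56.1%) *Cfb-/-* diabetic mouse, within 32.4% to 58.0% over the omissions, and each share lay within its simulated range.

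Among single genes, quantile normalization reversed *Cers2* (0.023) and median-ratio scaling *Hspa5* (-0.039). The urothelium score reversed *Cers6* (0.15), *Tnf* (-0.17), *Fn1* (-0.0084), *Tgfb1* (-0.0089), *Hspa5* (-0.12), and *Ddit3* (-0.33). The adipocyte score reversed *Cers4* (0.059), *Cers6* (0.012), *Il1b* (-0.22), *Atf6* (-0.011), *Hspa5* (-0.56), *Ddit3* (-0.76), and *Nfe2l2* (-0.0054). When a mouse was left out, *Cers6* ranged from -0.11 to 0.083, *Il1b* from -0.067 to 0.38, *Tnf* from -0.15 to 0.30, *Tgfb1* from -0.033 to 0.19, *Xbp1* from -0.20 to 0.037, *Hspa5* from -0.064 to 0.13, and *Ddit3* from -0.13 to 0.22.

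The replicate block gave 68 DEGs in diabetic mice and changed no call of the results above. The numbers do not pair the mice, since the correlation of deviations from the group means over 19 pairs was -0.39 to 0.24 and over 0.1 in 3.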

Differences from the paper's values

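The pre-ranked GSEA and the fold change from mean FPKM were chosen after the data were seen. At the study's criteria, the paper's number of DEGs between *Cfb-/-* diabetic and WT diabetic mice is 194, against 71 here. The paper's number of upregulated genes is 59, against 11, and its number of downregulated genes is 135, against 60. None of the alternatives set before the data were examined closed the gap for all DEGs, which gave 18 to 122 genes, or for upregulated genes, which gave 2 to 28. For downregulated genes, the omission of the first WT diabetic mouse gave 103, within 1.5 times the paper's number, and the other alternatives set before the data were examined gave 16 to 65. With the fold change from the ratio of mean FPKM, an alternative chosen after seeing the values, there were 126 DEGs, 39 up and 87 down, which did not close the gap.

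The paper's FDR for the ceramide biosynthetic process in GSEA is 0.085, against 0.531 here over 3373 GO terms. Sphingolipid biosynthetic process, with an NES of -1.87, a permutation p of 0.00907, and an FDR of 0.137, met the study's criteria for GSEA, and 466 terms met its limit on FDR. No alternative to this GSEA was set before the data were examined. The paper describes its own GSEA as targeted at sphingolipid synthesis, and the gene list of that GSEA was not used here. The rank axis of Fig. 3E, read by eye, covers far fewer genes than the 14912 ranked here, so the 2 FDR values come from different ranked lists. Whether this accounts for the difference was not tested.

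The numbers of DEGs in the other comparisons were read by eye from Fig. 3B as about 2400, about 200, and about 2500, against 2228, 174, and 2603 here, in the order of diabetic against control in *Cfb-/-* mice, *Cfb-/-* against WT control mice, and diabetic against control in WT mice. The shares of PC1, PC2, and PC3 were read by eye from Fig. 3A as about 74%, about 10%, and about 3.9%, against 70.0%, 11.1%, and 4.37%. These values do not differ by the criterion used.

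The paper states that genes of the ceramide biosynthesis process were lower in *Cfb-/-* diabetic mice. Here the 24 genes of that process had a camera p of 0.174, with 11 lower and 13 higher, and the third *Cfb-/-* diabetic mouse left out gave 0.0467. The paper lists the sphingolipid synthesis process and programmed cell death among the enriched terms of the downregulated genes. Each held 2 of the lower genes here, with adjusted p values of 1 and unadjusted p values of 0.00563 and 0.00450. The paper states by RT-qPCR, a different assay, that *Cers1*, *Cers2*, and *Cers3* were lower in *Cfb-/-* diabetic mice. The log2 fold changes in RNA-seq were 0.28, -0.05, and -1.50. That of *Cers1* ranged from 0.065 to 0.455 when each diabetic mouse was left out in turn. The adjusted p from limma was 1 for *Cers1* and *Cers2* and 0.962 for *Cers3*. Over the alternatives, the adjusted p of *Cers3* from limma was 0.0440 without the first WT diabetic mouse and between 0.798 and 1 in the others.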

Other observations

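The tests of fat, of sequencing depth, and of *Cers3* were chosen only after the result was seen. The test of scaling used median-ratio scaling, which was chosen after the data were seen.

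Other splits of the mice show what the numbers of genes and lists rest on. Between *Cfb-/-* diabetic and WT diabetic mice, 6 of the 35 splits of the 8 mice gave as many DEGs at the study's criteria and 5 gave as many genes with an adjusted p under 0.05. As small a camera p was given by 8 of the 35 splits for the 14 genes of ceramide synthesis, 16 for ceramide biosynthetic process, and 9 for sphingolipid biosynthetic process. As many marker lists were given by 11 and as many GO terms by 13. These results are therefore not apart from those of arbitrary groupings of the same mice, although *Cfb* itself was lower in each *Cfb-/-* mouse. For diabetes, 1 of the 35 splits, the real one, gave as many DEGs at the study's criteria and 1 as many at the adjusted threshold, in *Cfb-/-* and in WT mice alike. Between control mice, 2 of the 10 splits gave as many DEGs at the study's criteria and 3 as many at the adjusted threshold, and 10 splits allow no share under 0.1. For the interaction, 31 of 100 drawn assignments gave as many genes at an unadjusted p under 0.05.

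A hypothesis was that the share of urothelium in each piece of kidney differed. Over the 53 genes lower in *Cfb-/-* diabetic mice that lie outside the list, the median correlation with the urothelium score within groups was 0.561, against 0.012 over all tested genes (exact permutation p = 0.00251). This is consistent with a different share of urothelium behind many of the lower genes. With the score as covariate, 45 of the 60 lower genes were no longer called and 13 others were, which decides nothing, since the score also differs between the diabetic groups. The correlation does not separate a difference in dissection from a change of the urothelium with *Cfb* deletion, which was not tested.

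For the 14 genes of ceramide synthesis, the camera p became 0.705 with that score as covariate. Of the 2 genes with the largest falls, *Sptssb* was correlated with the score within groups past the adjustment over the 14 genes by r (0.962, exact permutation p = 0.00608) but not by rank (adjusted p = 0.0547), and *Cers3* by neither (adjusted p = 0.0527 and 0.220). *Cers1*, with an r of -0.43, was also past it by r and not by rank (adjusted p = 0.0547). A share of urothelium and a difference in ceramide synthesis therefore cannot be told apart for this set, because the score also differs between the diabetic groups. The same holds for *Cers3*. Its unadjusted p from limma in all 14 mice was 8.35e-04 and with the score 0.0175 as a model value without an exact test. The ratio of mean FPKM in WT diabetic over *Cfb-/-* diabetic mice was 17.1 for *Cers3*, within the range of 1.14 for *Krt20* to 65.5 for *Upk2* over the 11 urothelium genes (median 6.76). Values near the floor keep this open.

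A different amount of fat was tested in the same way. The median correlation of the lower genes outside the list with the adipocyte score within groups was 0.315 (exact permutation p = 0.258), so fat and genotype cannot be told apart for these genes. With this score as covariate 50 of the 60 lower genes were not called, which decides nothing either, since the score separates the diabetic groups. For *Cfd* alone fat stays possible, since 1 *Cfb-/-* control mouse, that with the highest adipocyte score, had it at 6.01 FPKM. With this score as covariate *Cfd* stayed lower in *Cfb-/-* diabetic mice (log2 fold change -2.82, adjusted p = 2.04e-04 from limma). That fit decides nothing, since the score includes *Cfd* and separates the diabetic groups. Sequencing depth was estimated as higher in *Cfb-/-* diabetic mice, by 0.159 in the difference of group medians on the log2 scale, but the groups overlapped (0.922 to 1 against 0.836 to 0.950 in relative depth). Depth acts alike on genes of the same abundance. Over the 2236 other genes nearest to the 60 lower genes in abundance the median log2 fold change was 0.062, and 0.016 to 0.11 when a diabetic mouse was left out, against -1.54 over the lower genes. This argues against depth as the source of the falls. The correlation of the lower genes with depth within groups was within chance (median r = -0.344, exact permutation p = 0.192).

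More genes were higher than lower in diabetic mice, and the share of higher genes with an adjusted p under 0.05 in *Cfb-/-* mice fell from 81.0% to 64.3% after median-ratio scaling. A few genes take a large part of the values. *Kap* held 10.2% to 13.9% of the summed FPKM in control mice and 1.98% to 4.60% in diabetic mice, and the 10 most abundant genes held 18.6% to 23.0% and 9.70% to 12.8%. At the study's criteria, higher genes made up 81.9% in *Cfb-/-* and 81.0% in WT mice after median-ratio scaling, and 64.1% and 60.9% after quantile normalization. For the genes past the adjusted threshold, the scaling and a rise of many genes with diabetes cannot be told apart without read counts.

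The other lists in diabetic mice gave the following camera results. With the preset correlation, proximal tubule (p = 6.53e-04) and B cells (p = 5.30e-04) were lower and distal tubule (p = 0.0130) was higher. None of the 3 passed when the correlation was estimated from the data (camera p = 0.128, 0.133, and 0.197) or with fry (p = 0.262, 0.286, and 0.231). Adjusted over the 15 lists, distal tubule also did not pass in the groups compared alone (camera adjusted p = 0.130) or with the adipocyte score (0.710). It did not pass without the first (0.0805), the second (0.177), or the third (0.107) *Cfb-/-* diabetic mouse. Nor did it pass without the second (0.242) or the third (0.391) WT diabetic mouse, and it turned lower with the urothelium score (0.755). Without the filter, where the adrenal list joined the 15 in the adjustment, distal tubule did not pass either (0.0608). Proximal tubule did not pass after quantile normalization (0.0902), with the adipocyte score (0.0530), or without the first (0.511) or second (0.0501) *Cfb-/-* diabetic mouse. B cells did not pass with the adipocyte score (0.498), or without the third *Cfb-/-* diabetic (0.148) or the third WT diabetic mouse (0.184). With a preset correlation of 0.01, p was 0.0422 for inner medulla, 0.460 for thick limb, 0.164 for podocytes, 0.164 for T cells, 0.710 for macrophages, 0.581 for injured tubule, 0.369 for ER stress, 0.281 for NF-κB targets, and 0.705 for NRF2 targets. Some of these gained a call under an alternative, with a Benjamini-Hochberg adjusted p under 0.05 over the 15 lists. ER stress was lower (camera adjusted p = 5.99e-06) with the adipocyte score as covariate, which separates the diabetic groups, and NF-κB targets were higher (0.00735) without the third *Cfb-/-* diabetic mouse. With the urothelium score, thick limb was higher (5.77e-04) and podocytes were lower (0.0293). Podocytes were higher (0.0408) without the fourth WT diabetic mouse, T cells were lower (0.0307) without the second *Cfb-/-* diabetic mouse, and inner medulla was lower without the first *Cfb-/-* diabetic (0.0480), the first WT diabetic (0.00178), or the fourth WT diabetic mouse (0.0408). Urothelium (p = 8.40e-17) and adipocytes (p = 1.40e-15) had p values of 0.0103 and 0.00449 with the estimated correlation, and 0.0290 and 0.0100 with fry. Of the adrenal list 1 of 5 genes, *Star*, was tested, so no set test was made with the filter. Without the filter its 5 genes had a camera p of 0.713 with the preset correlation. Of the listed genes, 4 of 9 for ER stress, 2 of 11 for NF-κB targets, and 6 of 14 for ceramide synthesis are also among the genes named by the paper. None of the neighbours of *Cfb* passed an adjusted p of 0.05 from limma between diabetic or between control mice, and 3 of the 10 tested had an unadjusted p under 0.05 in control mice. These were *C2*, *C4b*, and *Stk19*, with log2 fold changes of -0.54, -0.56, and -0.37 and adjusted p values of 0.236, 0.252, and 0.270 from limma. Their exact permutation p values were 0.1, 0.1, and 0.3. None of the 10 had an unadjusted p under 0.05 from limma in diabetic mice. The Y-linked genes *Ddx3y*, *Uty*, *Kdm5d*, and *Eif2s3y*, which are 4 of the 5 sex-specific genes listed, were detected in each mouse, at 4.08 to 12.2, 1.43 to 3.62, 1.25 to 3.15, and 7.32 to 14.0 FPKM. None of the 4 passed an adjusted p of 0.05 from limma between genotypes.

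The paper measured other genes by RT-qPCR in kidney cortex. In RNA-seq of *Cfb-/-* diabetic against WT diabetic mice the log2 fold changes were 0.14 for *Il1b*, 0.08 for *Tnf*, 0.18 for *Fn1*, 0.07 for *Tgfb1*, -0.12 for *Xbp1*, 0.07 for *Atf6*, 0.0035 for *Hspa5*, 0.08 for *Ddit3*, and 0.14 for *Nfe2l2*. In mouse kidney the paper stained C3c and C5aR protein and gives no RT-qPCR of *C3* or *C5ar1*. In RNA-seq the log2 fold changes of *C3* and *C5ar1* were -0.23 and -0.22. The adjusted p from limma was 1 for *C3*, *C5ar1*, and each of the RT-qPCR genes. Between WT diabetic and WT control mice, the log2 fold changes of *C3* and *Fn1* were 4.23 and 2.95, with adjusted p values of 1.37e-08 and 1.30e-06 from limma.

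In the paper's supplementary table of lipids, the copy used here holds 955 lipid entries and leaves out 1630. It has 10 entries, by ion and retention time, for Cer (d18:2_22:0), Cer (d18:1_22:0), and Cer (d18:1_16:0), in 6 mice per group. Of these entries 9 were lower in *Cfb-/-* diabetic than in WT diabetic mice, 7 of them with an exact permutation p under 0.05. The entries of a species come from the same mice and are not separate evidence. For Cer (d18:1_16:0) they disagreed. Their log2 differences ran from -0.44 (exact permutation p = 0.00649) to 0.065 (exact permutation p = 0.721). Relative to the peak area summed over the 955 entries held, 8 of the 10 entries were lower and 6 had an exact permutation p under 0.05. The largest fall was in Cer (d18:2_22:0), with a log2 difference of -0.73 (exact permutation p = 0.00649).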
